# Transcriptome profiling reveals roles of meristem regulators and polarity genes during fruit trichome development in cucumber (*Cucumis sativus* L.)

**DOI:** 10.1093/jxb/eru258

**Published:** 2014-06-24

**Authors:** Chunhua Chen, Meiling Liu, Li Jiang, Xiaofeng Liu, Jianyu Zhao, Shuangshuang Yan, Sen Yang, Huazhong Ren, Renyi Liu, Xiaolan Zhang

**Keywords:** Cucumber, fruit spine, meristem regulator, polarity transcriptome, trichome.

## Abstract

Trichomes are epidermal hair-like structures that function in plant defence against biotic and abiotic stresses. Extensive studies have been performed on foliar trichomes development in *Arabidopsis* and tomato, but the molecular mechanism of fruit trichome formation remains elusive. Cucumber fruit is covered with trichomes (spines) that directly affect the appearance and quality of cucumber products. Here, we characterized the fruit spine development in wild-type (WT) cucumber and a spontaneous mutant, *tiny branched hair* (*tbh*). Our data showed that the cucumber trichome was multicellular and non-glandular, with malformed organelles and no endoreduplication. Fruit spine development was generally homogenous and marked by a rapid base expansion stage. Trichomes in the *tbh* mutant were tiny and branched, with increased density and aberrant cell shape. Transcriptome profiling indicated that meristem-related genes were highly enriched in the upregulated genes in the *tbh* versus the WT, as well as in WT spines after versus before base expansion, and that polarity regulators were greatly induced during spine base expansion. Quantitative reverse transcription PCR and *in situ* hybridization confirmed the differential expression of *CUP-SHAPED COTYLEDON3* (*CUC3*) and *SHOOT MERISTEMLESS* (*STM*) during spine development. Therefore, cucumber trichomes are morphologically different from those of *Arabidopsis* and tomato, and their development may be regulated by a distinct pathway involving meristem genes and polarity regulators.

## Summary

Cucumber fruit spine is multicellular and non-branched with no endoreduplication. Spines in the *tbh* mutant were tiny and branched. Meristem regulators and polarity genes regulate spine development in cucumber.

## Introduction

Trichomes are hair-like structures that are widely present on the surface of aerial organs of plant. As the first line of defence, trichomes function in protecting plants against insects, pathogens, and herbivores, reducing plant damage from UV irradiation, low temperature, and excessive transpiration (Hülskamp *et al.*, 1999; Hülskamp, 2004; Schellmann and Hülskamp, 2005). In addition, trichomes may help plants attract pollinators and disperse seeds (Serna and Martin, 2006). Morphologically, trichomes exhibit a broad variation in shape, size, distribution, and density, ranging from flat plates to highly ramified outgrowths, comprising a single cell or multiple cells, and being secretary glandular or non-glandular (Hülskamp *et al.*, 1999; Hülskamp, 2004; Schellmann and Hülskamp, 2005).

Extensive studies have been conducted on unicellular trichomes, especially the leaf trichomes of the model plant *Arabidopsis thaliana* (Hülskamp *et al.*, 1999; Hülskamp, 2004; Schellmann and Hülskamp, 2005; Machado *et al.*, 2009). Trichomes of *Arabidopsis* are single cells that originate from epidermis cells and are distributed on leaves, stems, and sepals in a regular pattern (Pesch and Hülskamp, 2004). During trichome morphogenesis, *Arabidopsis* leaf trichomes experience six distinct developmental stages comprising radial expansion of precursor, stalk emergence, branch formation, expansion of stalk and branches, pointed tip development, and mature trichome formation with a papillate surface (Szymanski *et al.*, 1998). Mutant analyses have identified several regulators that function in distinct developmental processes including trichome initiation and/or formation, endoreduplication, branch formation, and growth directionality (Schwab *et al.*, 2000; Szymanski *et al.*, 2000). For example, wild-type (WT) trichomes are well spaced (around three cells in between trichomes) and almost never occur next to each other (Schellmann and Hülskamp, 2005), and such patterns are regulated by an activator/inhibitor system (Schellmann *et al.*, 2002; Pesch and Hülskamp, 2004). The activators of trichome patterning consist of the WD-repeat protein TRANSPARENT TESTA GLABRA1 (TTG1) (Galway *et al.*, 1994; Walker *et al.*, 1999), the basic helix–loop–helix (bHLH) protein GLABRA3 (GL3) or ENHANCER OF GLABRA3 (EGL3) (Payne *et al.*, 2000; Zhang *et al.*, 2003), and two R2-R3 type-MYB transcription factors, GLABRA1 (GL1) and MYB23 (Oppenheimer *et al.*, 1991), whereas the single-repeat MYB proteins TRIPTYCHON (TRY) (Schellmann S *et al.*, 2002; Pesch and Hülskamp, 2011), CAPRICE (CPC) (Wada *et al.*, 1997, 2002), ENHANCER OF TRY AND CPC1 (ETC1), ETC2, and CAPRICE-LIKE MYB3 (Esch *et al.*, 2004; Kirik *et al*., 2004*a*, *b*; Simon *et al.*, 2007) act partially redundantly as negative regulators. After gaining the trichome cell fate, the incipient trichome cells switch from mitotic divisions to endoreduplication, reaching a DNA content of 32C (Hülskamp *et al.*, 1994; Schellmann and Hülskamp, 2005), and this cell-cycle control is co-ordinately regulated by many factors including SIAMESE (SIM), a nuclear-localized plant-type cell-cycle regulator that represses endoreduplication cycles, and the plant cytohormone gibberellin signalling regulator SPINDLY (SPY), which promotes endoreduplication (Chien and Sussex, 1996; Jacobsen *et al.*, 1996; Churchman *et al.*, 2006). Furthermore, trichome DNA content resulting from endoreduplication cycles positively correlates with branch numbers. WT trichomes on rosette leaves usually have three to four branches, while mutants with increased DNA content such as *try* and *spy* have trichomes with up to eight branches (Hülskamp M *et al*., 1994; Perazza *et al.*, 1999).

Compared with unicellular trichomes, the development and regulatory networks of multicellular trichomes in plants are much less understood, with most of the work being carried out in tomato. Multicellular trichomes in tomato are classified into I–VII types and, based on whether trichomes contain or secret a mixture of chemicals that confer resistance against insects or pathogens, they are classified into glandular (types I, IV, VI, and VII) or non-glandular (types II, III, and V) trichomes (Luckwill, 1943; Kang *et al.*, 2010). The majority of trichome research in tomato has focused on the morphology, chemical composition, defence against herbivores, and developmental regulators of glandular trichomes, and it has been shown that there are both conserved and divergent regulatory pathways involved in different types of trichomes (Li *et al.*, 2004; Kang *et al.*, 2010; Yang *et al.*, 2011; Deng *et al.*, 2012; Tian *et al.*, 2012). So far, little is known about the developmental process of multicellular non-glandular trichomes and the underlying regulatory molecular mechanisms.

Cucumber (*Cucumis sativus* L.) is one of the most important vegetable crops and has been cultivated worldwide for over 3000 years (Huang *et al.*, 2009). Cucumber fruit are usually harvested at 1–2 weeks after anthesis and then used as fresh product or processed into pickles. The development of cucumber fruit follows a stereotypical pattern with visible external and internal morphological changes (Ando *et al.*, 2012). During early fruit development, deep ridges along the length of the fruit cover the surface of the fruit, and densely spaced fruit spines (trichomes on cucumber fruits) are randomly scattered relative to the ridges (Ando *et al.*, 2012). The fruit spine is of agricultural importance in affecting the appearance and flavour of cucumber products. To the best of our knowledge, there are no reports about the regulation of fruit spine development, and there is no detailed characterization of any cucumber mutant with disturbed trichome development. In this study, we compared and explored the developmental process and internal cell structures of cucumber trichomes in the WT and in a glabrous mutant, *tiny branched hair* (*tbh*). We further performed comparative transcriptome profiling analyses to identify genes and gene networks that may be involved in cucumber trichome development. We found that cucumber trichomes are multicellular and non-glandular, with no branches or endoreduplication. Development of fruit spines was generally homogenous and marked by a rapid spine base expansion stage. Furthermore, we found that meristem-related genes and polarity regulators participate in the development of fruit spine in cucumber.

## Materials and methods

### Plant materials

Cucumber inbred line R1407 (WT) and *tbh* mutant plants were grown at two generations every year in a greenhouse in the experimental field of the China Agricultural University in Beijing. Pest control and water control were carried out according to standard protocols.

### Scanning electron microscopy (SEM)

SEM of cucumber trichomes was performed on young fruits with eight different lengths (0.5, 1.0, 1.6, 1.85, 2.3, 3.5, 4.3, and 6.5cm) and two stages of leaves (juvenile and mature). Samples were fixed with 2.5% glutaraldehyde at 4 °C for approximately 24h, washed with PBS (pH 7.2) three times and post-fixed in 1% (v/v) OsO_4_. The samples were then dehydrated through an ethanol series (30, 50, 70, 80, 90, and 100%, three times), critical-point dried using a desiccator (HCP-2; Hitachi), and coated with gold palladium (EIKO IB-3). Images were taken with a Hitachi S-4700 scanning electron microscope using a 2kV accelerating voltage.

### Transmission electron microscopy (TEM)

Fruit spines were isolated from WT cucumber fruits of 1.6–1.8cm in length using fine tweezers under a dissecting microscope. Spines and leaves were fixed in 2.5% (w/v) glutaraldehyde and rinsed thoroughly with 0.1M phosphate buffer. Samples were post-fixed with 1% Hungry acid, washed in 0.1M phosphate buffer, dehydrated through an acetone series (30, 50, 70, 80, 90, and 100%), and then embedded in Spurr’s resin. Thin sections were cut with a LEICA UC6I microtome and examined with a JEM-123O scanning transmission electron microscope.

### Flow cytometry analysis

Flow cytometry was performed as described previously (Galbraith *et al.*, 2001) using a BD FACSCalibur analyser. Spines from 12 WT cucumber fruit of 1.6–1.8cm in length were isolated and pooled as a sample. To minimize contamination from trichome tissues, leaves from *tbh* mutant plants were used as a negative control. Nuclei from spines or leaves were prepared and stained with 4’,6-diamidino-2-phenylindole (DAPI) as described previously (Galbraith *et al.*, 2001). Histograms of DAPI fluorescence indicated the relative DNA content in each sample.

### Plant materials for digital gene expression (DGE) analysis

Two sets of transcriptome profiling experiments were carried out using the DGE approach. Samples were collected at the same time on the same day. The first set was to compare the transcriptome profiles of pericarps (epidermis plus trichome) from cucumber fruit in WT and the *tbh* mutant. Pericarps of around 0.2cm thick were peeled off from 1.6–1.8cm cucumber fruits. Pericarps of three fruits from different plants were pooled together as one biological sample for each genotype. The second set was used to compare spine-specific transcriptome profiles in two developmental stages. Fruit spines from WT cucumber fruit that were 1.6 or 0.5cm in length were isolated under a dissecting microscope, and spines from at least five fruits from different plants were pooled as one biological sample. Two biological replications were performed for each set of experiments.

### DGE library construction and sequencing

DGE library construction was performed as described previously (Eveland *et al.*, 2010), with minor modifications. Briefly, total RNA was extracted using a Huayueyang RNA extraction kit (Huayueyang, China), and 6 µg of total RNA was used for constructing each library. Double-stranded cDNAs were synthesized using oligo(dT) beads (Invitrogen). The cDNAs were then digested with an anchoring restriction enzyme (*Nla*III) and ligated to a 5’ adapter, which contains a recognition site for the type IIS restriction enzyme *Mme*I (New England Biolabs). Following *Mme*I digestion, a 3’ adapter was ligated. Tags flanked by both adapters were enriched by PCR for 15 cycles. The PCR products were run on a 6% polyacrylamide gel, and the ~105bp band was excised and purified. The DNA samples were sequenced on an Illumina HiSeq 2000 sequencer for 49 cycles.

### Bioinformatics analysis of DGE data

Raw reads were trimmed for the adapter sequence and only 21 nt clean tags with a count of at least 2 in a library and without any ambiguous nucleotide (‘N’) were retained for further analysis. Clean tags were clustered into unique tags, which were mapped to the cucumber genome sequence (http://cucumber.genomics.org.cn, v.2i) (Huang *et al.*, 2009) using the SOAP2 software (Li *et al.*, 2009), allowing up to one mismatch. To recover tags that cover intron–exon junctions, unmapped tags were aligned to the annotated cucumber transcripts using SOAP2, allowing up to one mismatch. If a tag was mapped to multiple locations in the genome, the tag count was divided by the number of mapped locations. The expression value of a gene was calculated as the total count of all tags that were mapped to the sense strand of the gene region. Following the convention set as described (Eveland *et al.*, 2010), gene boundaries were extended for 300bp on both 5’ and 3’ ends to maximize the capture of complete untranslated regions. EdgeR (Robinson *et al.*, 2010) was used to identify genes that were differentially expressed in fruit spines of WT versus *tbh* mutant, and fruit spines from cucumber fruit of 0.5 versus 1.6cm long. The method of Benjamini and Hochberg (1995) was used for adjustment for multiple comparisons. A false discovery rate (FDR) of 0.05 was used as the significance cut-off.

Sequencing data were deposited in the Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information under accession number GSE49607.

### Gene Ontology (GO) term enrichment analysis

Because the GO terms are not well annotated for cucumber genes, we used the best homologues in *Arabidopsis* for GO term enrichment analysis. We first used the cucumber annotated proteins to search the *Arabidopsis* proteins (TAIR10) using BLASTP with an e-value cut-off of 1e–5, and identified the best homologue (with the lowest e-value) in *Arabidopsis* for each cucumber gene. For the genes that were upregulated and downregulated, respectively, in each of the two pairwise transcriptome comparisons, we collected the corresponding *Arabidopsis* best homologues and used the GOEAST software (Zheng and Wang, 2008) to test for GO term enrichment. GOEAST was run with default parameters except for the use of algorithms to eliminate local dependencies between GO terms (Alexa *et al.*, 2006).

### Quantitative and semi-quantitative reverse transcription (RT)-PCR

To confirm the results of the DGE analyses, samples for RT-PCR were independently collected from pericarps or spines from the same batch of plants at the same time as in the DGE analyses. For Supplementary Table S4 (available at *JXB* online), RNA samples were exacted from the third true leaves or roots of 4-week-old cucumber seedlings. Total RNA was isolated with a Huayueyang RNA extraction kit and then reverse transcribed by Moloney murine leukemia virus reverse transcriptase using random primers. Quantitative RT-PCR (qRT-PCR)was performed on an Applied Biosystems 7500 real-time PCR system using SYBR Premix Ex *Taq* (TaKaRa). Both qRT-PCR and semi-quantitative PCR were repeated with three biological samples. The cucumber *UBIQUITIN* gene was used as reference control to normalize the expression data (Wan *et al.*, 2010). The gene-specific primers are listed in Supplementary Table S5 available at *JXB* online.

### *In situ* hybridization

Cucumber young fruits from WT and *tbh* mutant were fixed and hybridized as described previously (Zhang *et al.*, 2013). *In situ* probes were generated through PCR amplification using gene-specific primers with T7 and SP6 RNA polymerase-binding sites. The gene-specific primers are listed in Supplementary Table S5 available at *JXB* online.

## Results

### Morphological characterization of the *tbh* mutant in cucumber

From the cucumber inbred line R1407, a spontaneous mutant, *tbh*, was identified by its ‘glabrous’ phenotype: hairless foliage and smooth fruit surface. We further stabilized the *tbh* mutation via six generations of selfing prior to this study. By the commercially mature stage, the WT fruit was dark green with spines and warts that were evenly distributed on the fruit surface (Fig. 1A and Supplementary Fig. S1A available at *JXB* online), whereas the *tbh* fruit appeared to be smooth and shining, with no noticeable spines or warts (Fig. 1B). During the stage of anthesis, WT young fruit was covered with densely spaced spines (Fig. 1C), while *tbh* fruit was glabrous (Fig. 1D). We next examined the cucumber trichomes with an optical microscope (Fig. 1E, F, Supplementary Fig. S1B–G available at *JXB* online). In the WT plants, leaves (Fig. 1E), tendrils (Supplementary Fig. S1B available at *JXB* online), stems (Supplementary Fig. S1C available at *JXB* online), and male flower buds (Supplementary Fig. S1D available at *JXB* online) were all covered with hairs, but in the *tbh* mutant plants, no evident trichomes were observed throughout the plant (Fig. 1F, Supplementary Fig. S1E–G available at *JXB* online). To characterize the morphology of cucumber trichomes in details, we observed fruit spines and leaf trichomes with SEM. Unlike the single-cell branched trichomes in *Arabidopsis* or multiple types of trichomes in tomato (Hülskamp *et al.*, 1994; Kang *et al.*, 2010; Tominaga-Wada *et al.*, 2013), there were only two types of trichomes in cucumber, and both were multicellular (Supplementary Fig. S2A available at *JXB* online). Type I trichomes were tiny with a three-to-five-cell base topped with a four-to-eight-cell head (Supplementary Fig. S2B available at *JXB* online). Type I trichomes were shown to be involved in cuticle formation (Samuels *et al.*, 1993). Type II trichomes were much bigger, with a conical shape, and were non-glandular and branchless (Fig. 1G, H). Type II trichomes were the dominant type that we observed in cucumber, and thus will be our focus hereafter. Each mature type II trichome was comprised of a base and a stalk. The base was made of hundreds of spherical-shaped cells whose sizes were smaller than those of the stalk cells. The stalk was consisted of three to seven cylindrical-shaped cells plus a pyramid-shaped apical cell (Fig. 1G, H). Therefore, the cucumber trichomes appeared sharp on the top. The leaf trichomes and fruit spines in cucumber had a similar structure and morphology, but there were three differences: (i) the size of the spine base was much bigger than that in the leaf trichome; (ii) white papilla (arrowhead in Fig. 1H) was observed on mature leaf trichomes but not on fruit spines (compare Fig. 1G and H); and (iii) trichome spacing was generally even on the fruit but uneven on cucumber leaves. There were more trichomes on the veins than other leaf areas (Fig. 1E and Supplementary Fig. S1A available at *JXB* online). In the *tbh* mutant, trichome morphology was strikingly defective. The most obvious characteristics of *tbh* trichomes were that they were ‘tiny’ with a greatly reduced number of cells, and that the cell shape and organization were so aberrant that it was difficult to separate the base and the stalk (Fig. 1I, K). Moreover, trichomes in the *tbh* mutant varied from no branches to up to four branches, and the apical cell was spherical (Fig. 1I). Hence, the top of the trichome in the *tbh* mutant was round, which was dramatically different from the ‘sharp tip’ in the WT. Furthermore, the density of trichome distribution in the *tbh* mutant was much higher compared with that in the WT, varying from 4-fold higher in the young leaves to around 118-fold more trichomes on the fruit of *tbh* during anthesis compared with those in WT, suggesting that TBH functions in both trichome outgrowth and trichome spacing. In addition, there was no noticeable difference between the leaf trichome and fruit spine in the *tbh* mutant with regard to trichome structure and morphology, despite the distribution pattern being different [distributed evenly on the fruit surface (Fig. 1J) but unevenly on the leaf surface (Fig. 1K)]. Since fruit spines directly affect the appearance and quality of the cucumber fruit, the rest of our study focused on the characterization of fruit spines.

**Fig. 1.**
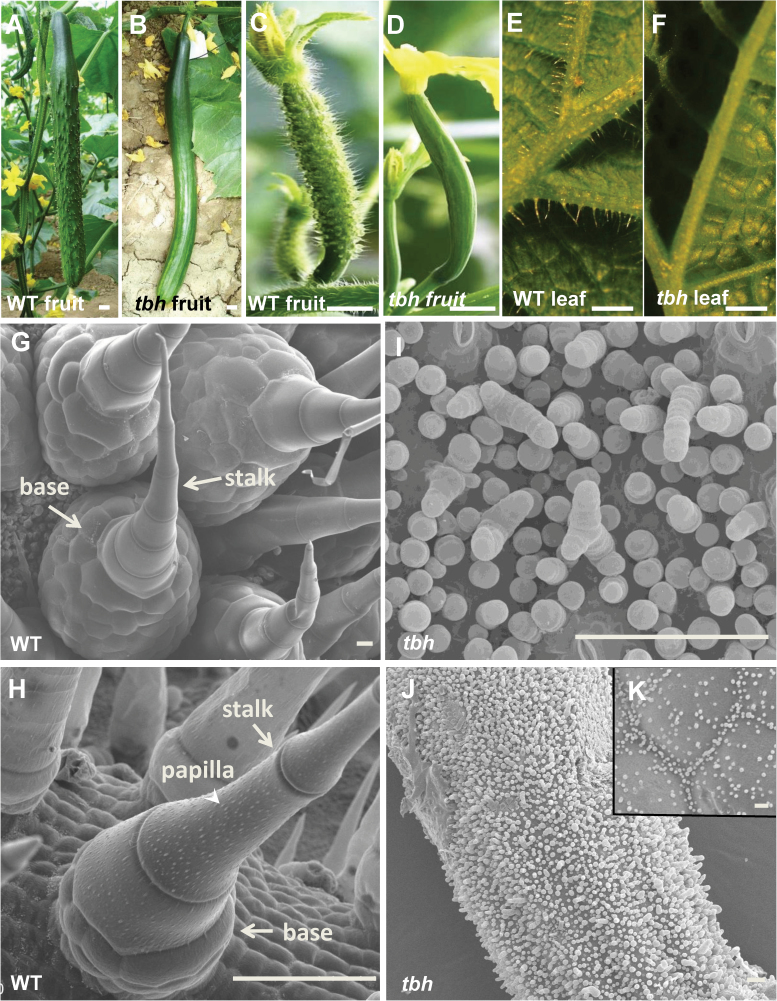
Morphological characterization of the *tbh* mutant. (A, B) Commercially mature fruit of WT (A) and *tbh* mutant (B). (C–F) Light microscope images of young cucumber fruit around anthesis (C, D) and the back of leaves (E, F) in WT (C, E) and *tbh* mutant (D, F). (G–K) SEM images of fruit spines (G, I, J) and leaf trichomes (H, K) in WT (G, H) and *tbh* mutant (I–K). Bars, 1cm (A–F); 50 µm (G–K). (This figure is available in colour at *JXB* online.)

### Internal cell structure of cucumber trichomes

The unicellular *Arabidopsis* trichomes have been thought to originate from the epidermal cells (Marks, 1997; Hülskamp *et al.*, 1999; Larkin *et al.*, 2003), but comparison of the internal structure of trichomes and epidermal cells is lacking due to technical difficulties of fixing individual trichome cells. Taking advantage of the multicellular property of cucumber trichomes and the large base in fruit spines, we explored the cellular structure of cucumber trichomes using TEM (Fig. 2A–D). Compared with the abaxial leaf epidermal cells (Fig. 2A, C), the base cells of fruit spine were much larger, with an enormous central vacuole and the internal organelles being squeezed close to the cell wall (Fig. 2B). The endoplasmic reticulum and mitochondria appeared to be shorter and swollen in the cucumber trichome cells, probably due to the presence of a large central vacuole (Fig. 2D). Furthermore, misshaped plastids were often observed in the spine base cells but not in the leaf epidermal cells. The light green colour of the cucumber spine base supported the existence of coloured plastids or even chloroplasts in the spine cells (Supplementary Fig. S1A available at *JXB* online). The striking differences in morphology and cellular structure between cucumber and *Arabidopsis* trichomes suggest that cucumber trichomes may have a distinct origin from the epidermal-derived *Arabidopsis* trichomes and may have a divergent developmental mechanism.

**Fig. 2.**
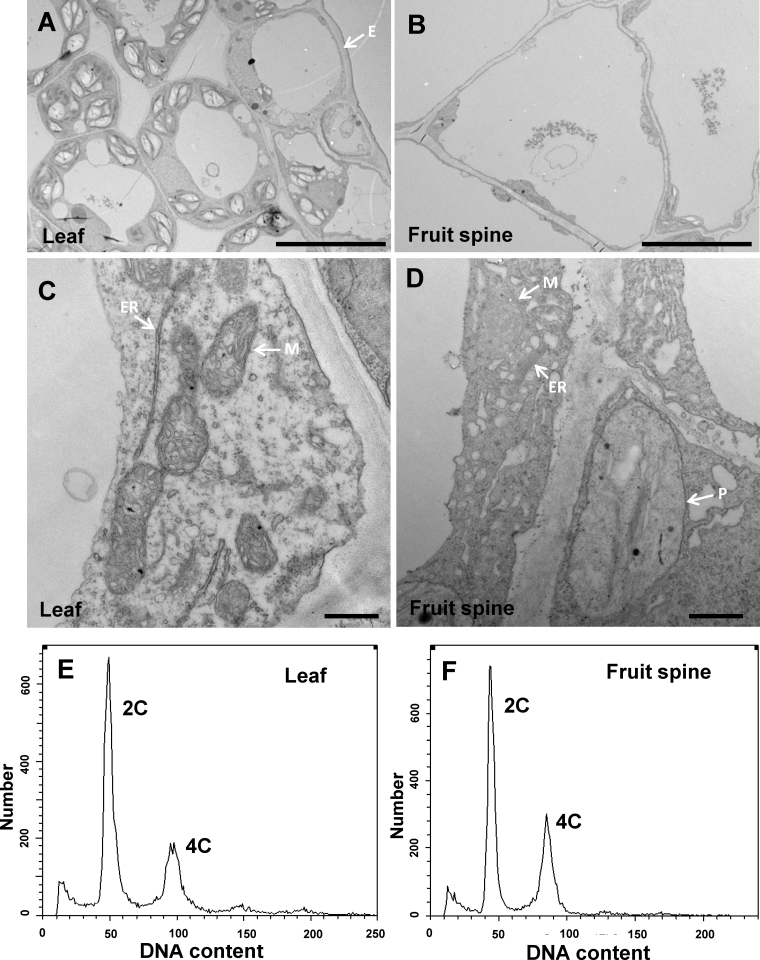
Internal structure of cucumber trichome cells. (A–D) Transmission electron micrographs of the abaxial leaf cells (A, C) or the base cells of fruit spine (B, D) from WT cucumber. Bars, 10 µm (A, B); 500nm (C, D). (E, F) Flow cytometric analysis of the DNA content of nuclei in the *tbh* mutant leaf tissue (E) and WT fruit spines (F). The histograms show the DNA content of each nucleus. E, epidermal cell; P, plastid; ER, endoplasmic reticulum; M, mitochondria.

Previous studies have shown that the nuclear DNA content, an indicator of endoreduplication, is often positively correlated with cell size (Melaragno *et al.*, 1993), and that *Arabidopsis* trichome cells undergo four rounds of endoreduplication resulting in a genomic DNA content of 32C (Hülskamp *et al.*, 1994). To determine whether endoreduplication contributed to the enlarged cucumber trichome cells, we measured the DNA content of mature fruit spines using flow cytometry. Surprisingly, no difference in nuclear ploidy levels was observed between fruit spines and leaf tissue (2C and 4C) (Fig. 2E, F), suggesting that cucumber trichome cells did not undergo any endoreduplication.

### Developmental stages of cucumber fruit trichomes

To characterize further the developmental process of cucumber trichomes in detail, we observed the spines of eight developmental stages of WT cucumber fruit (based on fruit size) using SEM (Supplementary Fig. S3 available at *JXB* online). Unlike leaf trichomes, which usually undergo distinct stages at the same time, even on the same leaf, cucumber fruit spines were generally homogenous (at the same developmental stage) on the same fruit (Supplementary Fig. S3 available at *JXB* online). The most dramatic change during spine development was the expansion of the spine base. When the fruit length was about 0.5cm long (approximately 7 d before anthesis), the spine consisted of a few cells that were organized in one tile, with a ‘sharp’ stalk on the top and a single-cell base (Fig. 3, left). The spine base experienced a rapid expansion through cell division when the fruit length was between 0.5 and 1.5cm (Fig. 3, middle). When the fruit length reached around 1.6cm (approximately 4 d before anthesis), the spine base became a dome-shaped body that contained hundreds of cells and could be easily observed by bare eyes (Fig. 3, right). The spine base continued to expand until the fruit reached around 4.3cm (during anthesis), after which its shape and size were maintained as relatively constant (Supplementary Fig. S3 available at *JXB* online). Based on these observations, we defined a fruit length of 0.5–1.6cm as the key stage for spine base expansion in our cucumber cultivar.

**Fig. 3.**
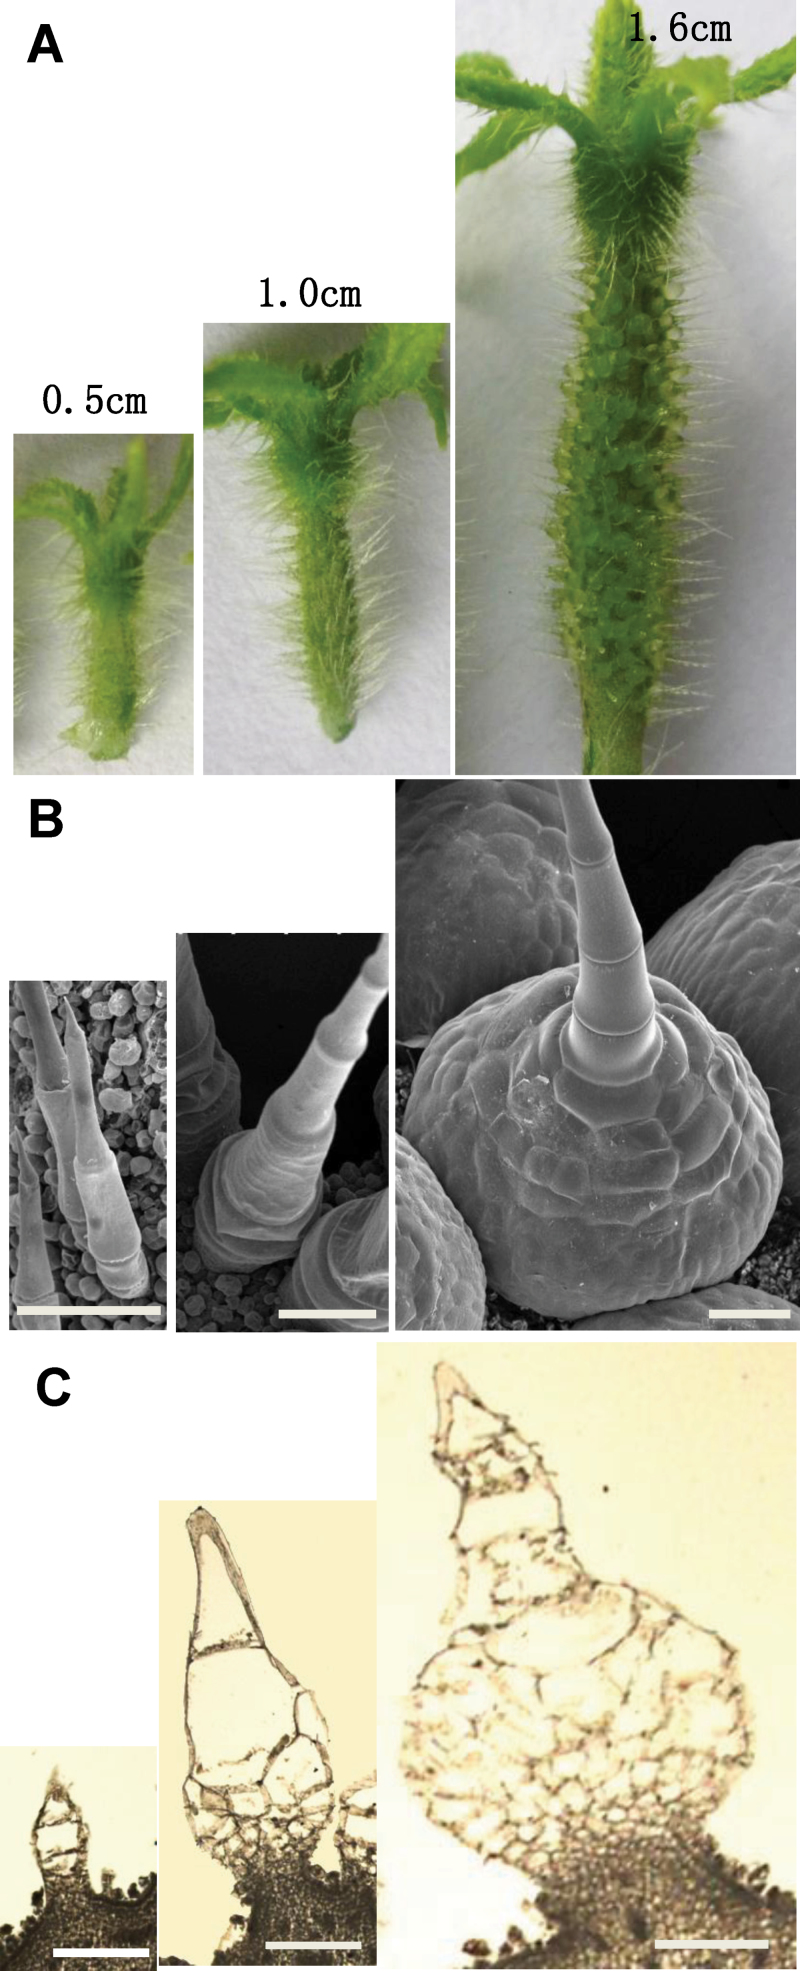
Key developmental stages of spine base expansion in cucumber fruits. Digital camera images (A), SEM images (B) and paraffin sections (C) of cucumber spine before base expansion (left, fruit length around 0.5cm), during base expansion (middle, fruit length around 1.0cm), and after rapid base expansion (right, fruit length around 1.6cm). Bars, 200 µm (B, C).). (This figure is available in colour at *JXB* online.)

### Transcriptome analyses of cucumber fruit spines

To identify genes and gene networks that were involved in the multicellular fruit spine development in cucumber, we performed two sets of genome-wide expression analyses using the DGE approach (Eveland *et al.*, 2010). 

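The 8 DGE libraries formed 4 groups of 2 biological replicates each (n = 2). Set 1 held pericarps of WT and *tbh* fruits of 1.6–1.8 cm, taken 4 d before anthesis. Set 2 held isolated spines of WT fruits of 0.5 cm, 7 d before anthesis, and of 1.6 cm, 4 d before anthesis. The sample labels name fruit spine as the tissue of all 8 libraries, and the pericarp as the tissue of set 1 was taken from the paper's methods. For each library the authors deposited the count of every clean tag and a TPM value, which is the count scaled by the library's total. The counts were used here. Each tag was 21 nt long, and each distinct tag sequence was treated as a feature of its own, without assignment to genes, because a cucumber genome was not used here. Counts were normalized with edgeR's TMM method within each set and compared with edgeR's quasi-likelihood test, with Benjamini–Hochberg adjustment and a threshold of 0.05. Tags with at least 10 counts in at least 2 of the 4 libraries of a set were tested, which gave 55938 tags in the pericarps and 50907 in the spines. The Pearson correlation of the log2 CPM (counts scaled to a common library total) of the 2 replicates, across tags, was 0.945 in WT pericarps, 0.933 in *tbh* pericarps, 0.917 in spines of 0.5 cm fruit and 0.849 in spines of 1.6 cm fruit. Tags are not independent replicates. The variance between replicates exceeded that of counting alone by a factor of 7.33 in WT pericarps and 8.21 in *tbh* pericarps, averaged over tags. In the spines the factors were 15.2 at 0.5 cm and 28.5 at 1.6 cm. The biological coefficient of variation estimated by edgeR was 23.8% in the pericarps and 41.3% in the spines.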

One set was to compare the transcriptome profiles of the pericarps (epidermis plus spines) of 1.6–1.8cm cucumber fruits between WT and the *tbh* mutant, and the other set was to examine WT spine-specific expression profiles before (fruit length around 0.5cm) versus after (fruit length around 1.6cm) spine base expansion. Two biological replicates were performed for each set, and thus eight DGE libraries were sequenced (two comparisons×two tissues×tworeplicates). We generated 6.95–7.49 million raw reads from each library. After adapter sequence and low-quality tags had been removed, we obtained 6.80–7.33 million clean tags that were 21 nt long and with counts of at least 2 in a library (Supplementary Table S1 available at *JXB* online). 

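The counts in the 8 libraries summed to between 6795946 and 7335259 clean tags. The number of unique tags lay between 135858 in the second library of 0.5 cm spines and 173256 in the first library of *tbh* pericarps. These totals are equal to the paper's values in Supplementary Table S1 in each of the 8 libraries. The smallest count in every library was 2, so a tag seen once reads as absent. Between 26.8% and 28.9% of the unique tags of a library had exactly 2 counts, and these tags held between 1.02% and 1.40% of its total. The 10 most abundant tags held between 3.15% and 5.06% of the total. The smallest share that this depth can show, taken as 3 counts of the total, was between 0.409 and 0.441 CPM. This floor covers counting error only, because PCR copies without molecular identifiers are not independent molecules. Over the 8 libraries 360063 distinct tags were seen. Of these, 63271 occurred in all 8 libraries and held 92.8% of all counts, and 135114 occurred in 1 library and held 0.575% of all counts.

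**Figure D1:**
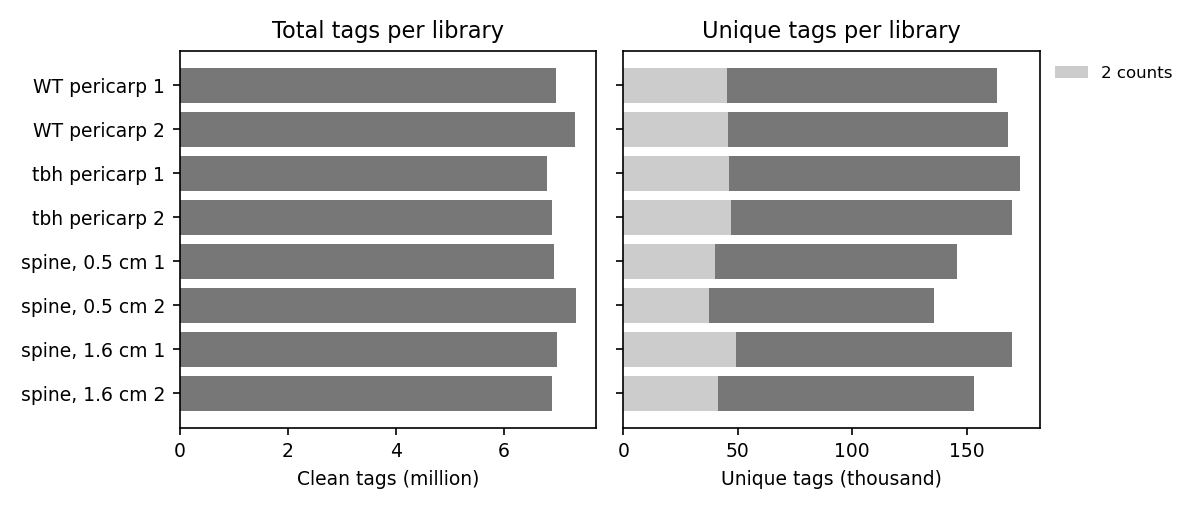
Clean tags (left) and unique tags (right) of the 8 DGE libraries, with the unique tags of exactly 2 counts in light grey. The totals lie between 6795946 and 7335259 clean tags, and the unique tags between 135858 and 173256.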

We clustered clean tags into unique tags, which were mapped to the cucumber genome and annotated transcripts. We summarized the total counts of tags that were mapped to the sense strand of each annotated cucumber gene region, which represented the expression levels in each sample. 

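At an adjusted p-value under 0.05, 381 tags were upregulated and 2261 were downregulated in *tbh* compared with WT pericarps, of 55938 tags tested (edgeR's quasi-likelihood test, 2 libraries per genotype). At an unadjusted p-value under 0.05 the numbers were 4215 and 6302. In each of the tags past the adjusted threshold, both *tbh* libraries lay on the same side of both WT libraries. The median log2 fold change was 1.92 among the upregulated and -2.69 among the downregulated tags. No count was seen in either *tbh* library for 471 of the downregulated tags, and none in either WT library for 21 of the upregulated tags. As a ratio, a fit of all 8 libraries together moved the upregulated number most, to 50, with 1125 tags downregulated. In number of tags, among the alternatives that changed a single setting, the replicate number as a block moved it most, to 1147 upregulated and 3506 downregulated. This pairing rests on the replicate numbers in the labels, which do not state that same-numbered libraries belong together. The deviations of same-numbered libraries from their group means had a correlation of 0.138 across tags, and of 0.255 across tags with a mean of at least 100 counts. With library totals in place of TMM factors, 670 tags were upregulated and 1909 downregulated at the adjusted threshold, but at an unadjusted p-value under 0.05 the direction of the excess changed, with 6481 up and 4866 down. Without a test, 42 tags were at least 4-fold higher and 840 at least 4-fold lower in *tbh* (ratio of mean CPM with a pseudocount of 1). A change of at least 4-fold in either direction was seen in 882 tags between genotypes, in 29 tags between replicate numbers and in 12 tags between the crossed pairs of libraries. The paper's Table S2 lists 380 upregulated and 1281 downregulated genes, against the tags counted here. From the larger number of downregulated genes, the paper proposes that the *TBH* locus may be a major activator in the development of fruit spines.

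**Figure D2:**
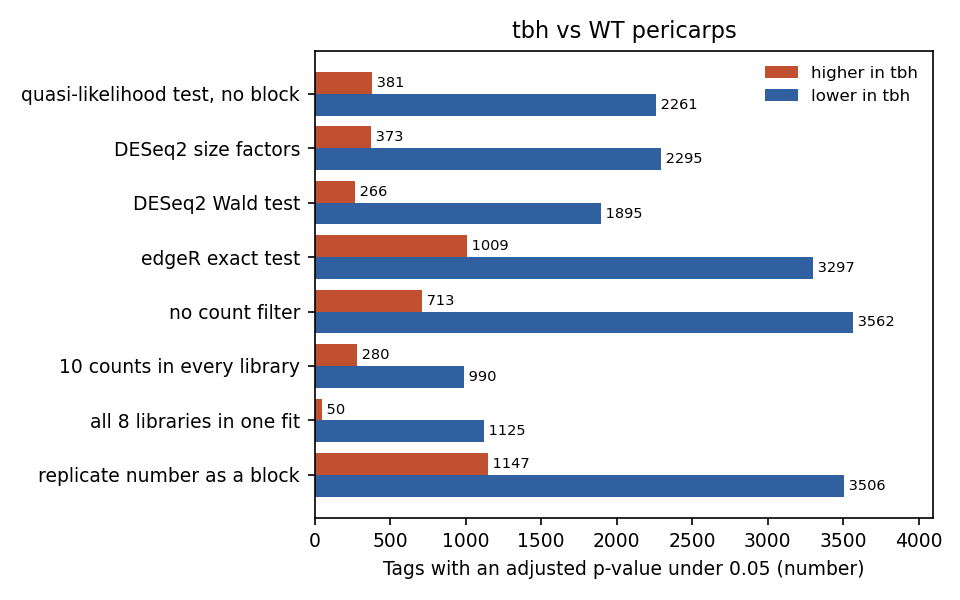
Number of tags higher (red) and lower (blue) in *tbh* than in WT pericarps at an adjusted p-value under 0.05 under 8 settings of the test, 2 libraries per genotype. Lower tags outnumber higher tags in each, with 381 higher and 2261 lower in the quasi-likelihood test without a block.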

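The 2 tags with the largest rise and the 2 with the largest fall in *tbh* were present in a single genotype of the pericarps. CATGTTCCAGCCTCTAAAGAT had 109 ± 12.8 normalized CPM (SD, n = 2) in *tbh* and 0 counts in both WT pericarp libraries. Its log2 fold change was 12.49 (edgeR, adjusted p = 3.46e-06), and DESeq2 gave 11.88 with a standard error of 1.48. CATGTTCCAGCCTCTGAAGAT, which is 1 base apart from it, had 98.7 ± 9.98 normalized CPM (SD, n = 2) in WT and 0 counts in both *tbh* libraries. Its log2 fold change was -12.34 (edgeR, adjusted p = 3.46e-06). These 2 tags form 1 of 3 pairs of tags 1 base apart in which the tag of one genotype's pericarps was replaced by its partner in the other. In the WT spine libraries, however, CATGTTCCAGCCTCTAAAGAT had 478 and 568 counts at 0.5 cm and 675 and 430 at 1.6 cm. CATGTTCCAGCCTCTGAAGAT had 0 counts in each of them, so this pair did not follow the genotype across all libraries. CATGTGTGGGCACGGTCACTT had 98.2 ± 2.36 normalized CPM (SD, n = 2) in *tbh* and 0 counts in WT, with a log2 fold change of 12.33 (edgeR, adjusted p = 3.46e-06). CATGCTATCTTTGTTCCTATT had 33 counts in the first and 837 in the second WT library, and 0 counts in both *tbh* libraries. Its log2 fold change of -11.79 (edgeR, adjusted p = 0.00515) became -8.12 without the second WT library. The *tbh* values of 0 lie below a floor of 0.435 to 0.441 CPM.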

Using an FDR of 0.05 as the significance cut-off, we found that the number of downregulated genes (1281) was dramatically more than that of upregulated genes (380) in the *tbh* mutant compared with the WT (Fig. 4, Supplementary Table S2 available at *JXB* online), suggesting that the *TBH* locus may function as a major activator during fruit spine development. 

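Of the 50907 tags tested in the spines, 0 were upregulated and 0 were downregulated in 1.6 cm compared with 0.5 cm fruit at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, 2 libraries per length). At an unadjusted p-value under 0.05 the numbers were 3414 and 3411, and the smallest adjusted p-value from edgeR was 0.0544. With the replicate number as a block, the alternative that moved this result most, 2938 tags were upregulated and 2992 downregulated. The pairing rests on the replicate numbers in the labels, and neither the labels nor the paper's text names a link between same-numbered samples. The deviations of same-numbered libraries from their group means had a correlation of 0.464 across the tested tags, and of 0.589 across tags with a mean of at least 100 counts. Tags are not independent replicates. In counts simulated from the spread of the spine libraries, the test without a block recovered 62.0% of 200 tags with an 8-fold change, and 9.49% of its calls were false. Simulated tags of like abundance had the same spread, unlike real tags, so the share recovered in the real libraries may differ. The block fit of the same counts recovered 59.0%, and 7.09% of its calls were false. In a separate simulation with a difference between replicate numbers and a smaller remaining spread, 84.0% were recovered without and 98.0% with the block. The smaller spread means that 84.0% cannot be set against the 62.0%. The gain with the block was built into this setting, so it does not show that the real libraries are paired. Without a test, 678 tags were at least 4-fold higher and 580 at least 4-fold lower in the spines of 1.6 cm fruit. A change of at least 4-fold in either direction was seen in 1258 tags between lengths, in 581 tags between replicate numbers and in 29 tags between the crossed pairs of libraries. The paper's Table S3 lists 773 upregulated and 624 downregulated genes, against the tags counted here, and the paper states that these genes were differentially expressed between the lengths.

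**Figure D3:**
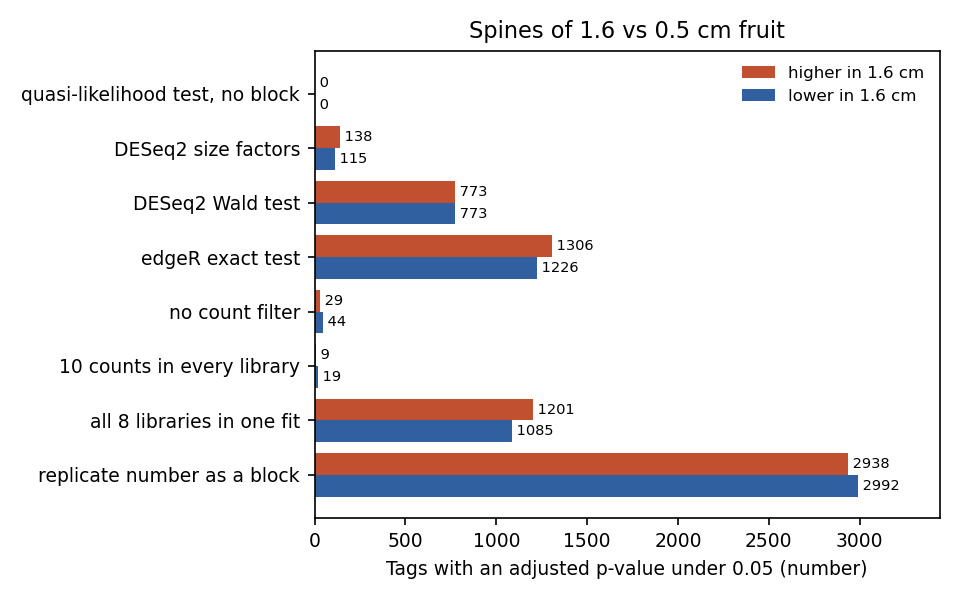
Number of tags higher (red) and lower (blue) in spines of 1.6 cm than of 0.5 cm fruit at an adjusted p-value under 0.05 under 8 settings of the test, 2 libraries per length. The quasi-likelihood test without a block gives 0, the other settings without a block give between 9 and 1306 higher and between 19 and 1226 lower, and the replicate number as a block gives 2938 higher and 2992 lower.

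**Figure D4:**
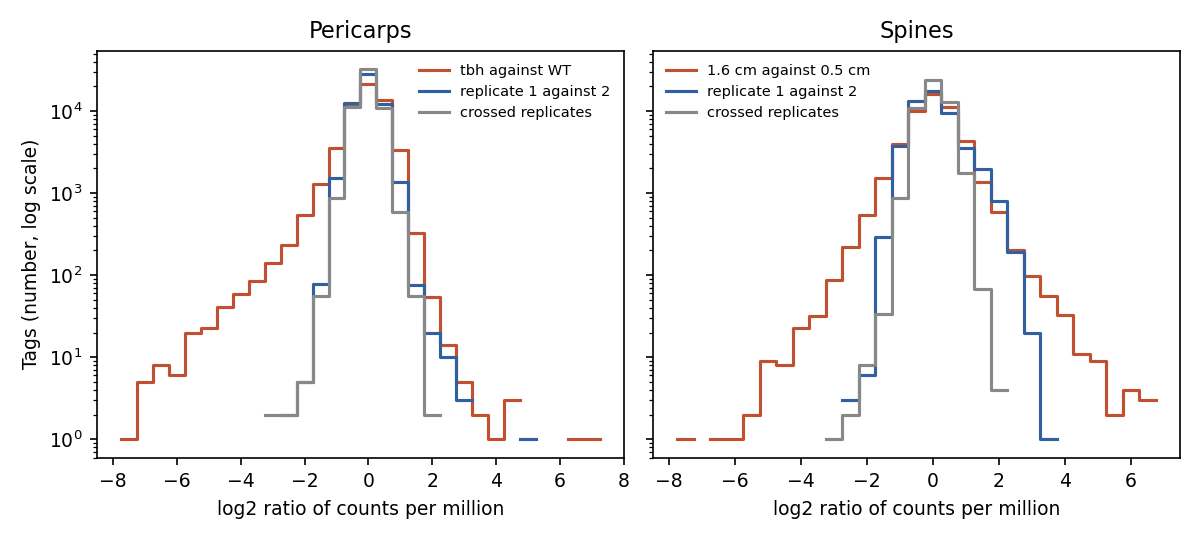
Histograms (log scale) of the difference in mean log2 CPM (pseudocount of 1) of each tag in the pericarps (left) and the spines (right). Differences are between conditions (red), between replicate numbers (blue) and between crossed pairs (grey). Counted from the ratio of mean CPM instead, tags with a change of at least 4-fold number 882, 29 and 12 in the pericarps and 1258, 581 and 29 in the spines.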

In the 2 (1.6 vs 0.5cm) of transcriptome comparison, we also found that 1397 genes were differentially expressed, in which 773 genes were upregulated and 624 genes were downregulated in the spines of 1.6cm long cucumber fruit compared with the spines of 0.5cm fruit (Fig. 4, Supplementary Table S3 available at *JXB* online).

**Fig. 4.**
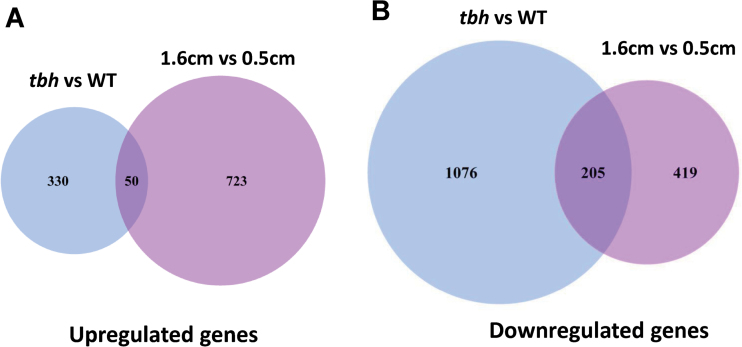
Venn diagrams of differentially expressed genes that were significantly upregulated (A) or downregulated (B) (FDR <0.05) in the *tbh* mutant (blue) or in the spines of 1.6cm fruit (purple). (This figure is available in colour at *JXB* online.)

To validate the differentially expressed genes (DEGs) identified by DGE, we performed qRT-PCR assays using independently generated cucumber pericarp and fruit spine samples during the same developmental stages as those used in DGE. We randomly chose 20 DEGs for qRT-PCR analysis, in which eight were from set 1 (*tbh* vs WT) and 12 were from set 2 (1.6 vs 0.5cm). The qRT-PCR and DGE data showed close agreement (Pearson correlation coefficient 0.996, *P*=1.59E–21) (Table 1), indicating that the DGE results were highly reliable.

**Table 1.** qRT-PCR confirmation of differentially expressed cucumber genes identified by DGE

Gene ID	Putative annotation	DGE *P* value	DGE fold change	qRT-PCR fold change
***tbh* vs WT**				
Csa1G064670	ATML1 (MERISTEM LAYER 1)	1.6E–05	3.2	3.2±0.41
Csa6G514870	PDF2 (PROTODERMAL FACTOR 2)	1.5E–05	2.3	2.2±0.09
Csa4G256430	BOP2 (BLADE ON PETIOLE2)	3.0E–03	2.7	4.1±0.57
Csa6G355380	CUC3 (CUP-SHAPED COTYLEDON3)	6.4E–39	–1638.5	–481.4±1.59
Csa2G167190	BMY7 (BETA-AMYLASE 7)	7.9E–13	–15.8	–5.4±0.43
Csa1G628000	LRP1 (LATERAL ROOT PRIMORDIUM 1)	7.5E–20	–6.5	–7.5±0.37
Csa6G501990	HB-5 (HOMEOBOX PROTEIN 5)	2.4E–51	–142.9	–5.8±1.78
Csa3G824850	MYB106 (MYB DOMAIN PROTEIN 106)	3.3E–19	–12.7	–20.6±1.19
**1.6cm vs 0.5 cm**				
Csa7G041370	STM (SHOOT MERISTEMLESS)	3.4E–09	37.8	22.8±0.89
Csa6G012240	LBD21 (LOB DOMAIN-containing PROTEIN 21)	5.2E–07	10.4	12.6±0.94
Csa5G172270	GA5(GA REQUIRING 5)	1.3E–05	8.4	3.4±0.44
Csa3G895630	ATHB-8 (HOMEOBOX GENE 8)	4.5E–07	6.3	2.1±0.75
Csa6G496390	ANT (AINTEGUMENTA)	1.2E–04	4.0	3.7±0.71
Csa6G426940	YAB2 (YABBY2)	6.7E–04	3.7	3.0±0.88
Csa2G348930	KNAT6 (KNOTTED1-LIKE HOMEOBOX GENE 6)	2.0E–03	3.6	3.1±0.61
Csa3G194380	KAN1 (KANADI1)	1.8E–03	3.0	4.5±0.65
Csa3G143580	SHY (SHORT HYPOCOTYL)	1.4E–05	–5.1	–7.4±0.63
Csa1G064670	ATML1 (MERISTEM LAYER 1)	2.2E–05	–6.4	–11.2±0.63
Csa1G397130	SHY2 (SHORT HYPOCOTYL 2)	1.6E–06	–7.1	–3.7±0.79
Csa6G367090	AP1 (APETALA1)	1.2E–04	–7.2	–4.7±1.18

### Meristem regulators and transcription factors implicated in cucumber fruit spine development

To analyse the functions of DEGs identified by DGE, GO term enrichment analyses were carried out for the up- and downregulated genes in both sets of data. Stress-related and metabolic pathway genes were significantly enriched in the DEGs that were downregulated in both *tbh* mutant (Fig. 5A) and spines of 1.6cm fruit (after base expansion) (Fig. 5B). For example, GO terms ‘response to water deprivation’ (*P*=1.2E–18), ‘cytoplasm’ (*P*=4.1E–17), and ‘response to osmatic stress’ (*P*=1.7E–16) were the top three significantly enriched groups in genes that were downregulated in the *tbh* mutant (Fig. 5A), whereas ‘fatty acid biosynthetic process’ (*P*=1.0E–19), ‘response to wounding’ (*P*=5.6E–18), and ‘response to chitin’ (*P*=4.4E–14) were the most significantly enriched GO terms in the downregulated genes in the spines of 1.6cm fruit. In contrast, meristem regulators and transcription factors were significantly enriched in the genes that were upregulated in both the *tbh* mutant (Fig. 6A) and the spines of 1.6cm fruit (after base expansion) (Fig. 6B, Tables 2 and 3). The most significantly enriched GO term was ‘meristem maintenance’ for both sets of data, with a *P* value of 6.12E–11 and 1.56E–13 in the *tbh* vs WT and the 1.6 versus 0.5cm comparisons, respectively. Accordingly, many well-known meristem regulators were significantly induced in the *tbh* mutant (Table 2) and in the spines of 1.6cm fruit (Table 3). For example, the expression levels of *REPLUMLESS* (*RPL*) and *MERISTEM LAYER* 1(*ATML1*) were 3.6- and 3.2-fold higher, respectively, in the *tbh* mutant compared with those in the WT (Table 2), and the expression of *SHOOT MERISTEMLESS* (*STM*) and *ZWILLE* (*ZLL*) increased 37.8- and 9.0-fold, respectively, in the spines of 1.6cm fruit compared with those in 0.5cm fruit (Table 3). The GO term ‘sequence-specific DNA-binding transcription factor activity’ was also significantly enriched in the genes that were upregulated in both *tbh* mutant (*P*=3.67E–07) and the spines of 1.6cm fruit (*P*=1.34E–10), suggesting that meristem genes and transcription factors mediate the fruit spine development in cucumber. 

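Of the tags, 43040 were tested in both comparisons. Because 0 tags passed the adjusted threshold in the spines (3414 up and 3411 down at an unadjusted p-value under 0.05), 0 tags were upregulated and 0 downregulated in both. Among the alternatives that changed a single setting, the replicate number as a block moved this overlap most. The pairing rests on the replicate numbers in the labels, and the pairing correlations were 0.138 in the pericarps and 0.464 in the spines. With the block, 191 tags were upregulated both in *tbh* pericarps and in the spines of 1.6 cm fruit, where 54.4 would be shared by chance (Fisher's exact test, one-sided, p = 6.52e-54). In the same fit 652 tags were downregulated in both, where 142 would be shared by chance (Fisher's exact test, one-sided, p = 3.87e-268). A further 40 tags were upregulated in *tbh* and downregulated in 1.6 cm spines, and 237 tags changed the opposite way. For these opposite changes no chance number was computed. The chance numbers above follow from the lengths of the lists alone and were not matched on abundance. Tags that are easier to call in both comparisons can therefore raise the overlap, and the excess does not by itself show shared regulation. Tags of a gene are not independent, so these p-values overstate the number of separate observations. In the paper's Tables S2 and S3, 356 genes occur in both lists. Of these, 50 are upregulated and 205 downregulated in both, and 15 and 86 change in opposite directions. From the small number of shared upregulated genes, together with the tiny trichomes of few cells in *tbh* and the base expansion with more cells in 1.6 cm fruit, the paper proposes that distinct meristem regulators and transcription factors may act in each.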

Notably, despite many GO terms being commonly enriched in the upregulated genes in the *tbh* mutant and in spines of 1.6cm fruit (Fig. 6), only a few genes were shared in the two sets of upregulated genes (Fig. 4). Taken together with the fact that the *tbh* mutant has ‘tiny’ trichomes with a greatly reduced number of cells, and the spines of 1.6cm fruit have enormous base expansion with tremendously increased cell numbers compared with the spines of 0.5cm fruit, our data imply that distinct members of meristem regulators and transcription factors may regulate the *TBH*-mediated trichome development and spine base expansion in cucumber, and that some of them may function in opposite directions during cell division and trichome development.

**Table 2.** Examples of developmental regulators that were identified by DGE to be differentially expressed in the fruit spines of tbh mutant and WT

Gene ID	Gene name	Fold change	*P* value
**Meristem maintenance and regulation**			
Csa4G297540	*RPL* (*REPLUMLESS*)	3.6	5.0E–04
Csa3G144740	*ZLL* (*ZWILLE*)	2.0	1.9E–03
Csa1G064670	*ATML1* (*MERISTEM LAYER 1*)	3.2	1.6E–05
Csa6G497080	*BAM1* (*BARELY ANY MERISTEM 1*)	1.8	3.3E–03
Csa1G536820	*ARF6* (*AUXIN RESPONSE FACTOR 6*)	1.9	1.9E–03
Csa4G256430	*BOP2* (*BLADE ON PETIOLE2*)	2.7	2.9E–03
Csa3G736760	*AP2* (*APETALA 2*)	2.6	1.1E–04
Csa5G118190	*LPR1* (*Low Phosphate Root1*)	2.5	2.5E–04
**Sequence-specific DNA-binding transcription factor activity**			
Csa4G645830	*KNAT1* (*KNOTTED-LIKE FROM ARABIDOPSIS THALIANA*)	3.1	7.7E–05
Csa4G638510	*MYB77* (*myb domain protein 77*)	2.9	2.5E–07
Csa3G812750	*MYB105* (*myb domain protein 105*)	3.2	1.7E–04
Csa3G354520	*SPCH* (*SPEECHLESS*)	2.6	1.2E–04
Csa3G809420	*SPL9* (*SQUAMOSA PROMOTER BINDING PROTEIN-LIKE 9*)	2.2	4.7E–04
Csa2G369820	*ATHB22* (*HOMEOBOX PROTEIN 22*)	2.1	6.9E–04
Csa2G021550	*bHLH family protein* (*bHLH096*)	2.1	8.5E–04
Csa5G636510	*AtHB34* (*ARABIDOPSIS THALIANA HOMEOB-OX PROTEIN 34*)	2.1	3.3E–04

**Table 3.** Examples of developmental regulators that were identified by DGE to be differentially expressed in the spines of 1.6 and 0.5cm cucumber fruit

Gene ID	Gene name	Fold change (1.6/0.5cm)	*P* value
**Meristem maintenance**			
Csa7G041370	*STM* (*SHOOT MERISTEMLESS*)	37.8	3.4E–09
Csa1G408710	*ZLL* (*ZWILLE*)	9.0	1.8E–03
Csa1G025070	*PIN1* (*PIN-FORMED 1*)	19.9	1.7E–08
Csa6G139130	*LBD4* (*LOB DOMAIN-CONTAINING PROTEIN 4*)	6.3	4.6E–03
Csa4G103350	*DWF1* (*DWARF 1*)	3.7	1.2E–03
Csa5G608050	*NIK1* (*NSP-INTERACTING KINASE 1*)	9.2	4.6E–06
Csa6G109640	*SCL6* (*scarecrow-like transcription factor 6*)	3.5	1.8E–03
Csa5G642730	*NIK1* (*NSP-INTERACTING KINASE 1*)	6.6	1.9E–06
Csa5G092940	*BRL2* (*BRI1-LIKE 2*)	149.6	1.7E–06
**Sequence-specific DNA-binding transcription factor activity**			
Csa4G046650	*MNP* (*MONOPOLE*)	119.1	9.9E–06
Csa4G652000	*WRKY35* (*WRKY DNA-binding protein 40*)	53.5	4.3E–10
Csa1G505950	*Dof-type zinc finger domain-containing protein*	19.1	8.6E–09
Csa2G356610	*WOX4* (*WUSCHEL RELATED HOMEOBOX 4*)	157.2	1.0E–06
Csa3G895630	*ATHB-8* (*HOMEOBOX GENE 8*)	6.3	4.5E–07
Csa6G081510	*SHR* (*SHORT ROOT*)	214.4	1.5E–07
Csa6G135460	*APL* (*ALTERED PHLOEM DEVELOPMENT*)	214.4	4.6E–08
Csa1G423190	*AIL5* (*AINTEGUMENTA-LIKE 5*)	157.2	1.2E–06
Csa2G035350	*MYB50* (*MYB DOMAIN PROTEIN 50*)	286.7	6.2E–09
Csa6G526230	*WRKY35* (*WRKY DNA-binding protein 35*)	256.3	9.7E–08
Csa6G426940	*YAB2* (*YABBY2*)	3.7	6.7E–04
**Vascular patterning and polarity specification**			
Csa6G141360	*REV* (*REVOLUTA*)	4.7	1.4E–05
Csa6G525430	*PHB* (*PHABULOSA*)	3.4	9.2E–04
Csa3G194380	*KAN1* (*KANADI1*)	3.0	1.8E–03
Csa4G644740	*ANT* (*AINTEGUMENTA*)	8.2	4.5E–06
Csa6G496390	*ANT* (*AINTEGUMENTA*)	4.0	1.2E–04
Csa3G009500	*TRN2* (*TORNADO 2*)	17.7	3.2E–06

**Fig. 5.**
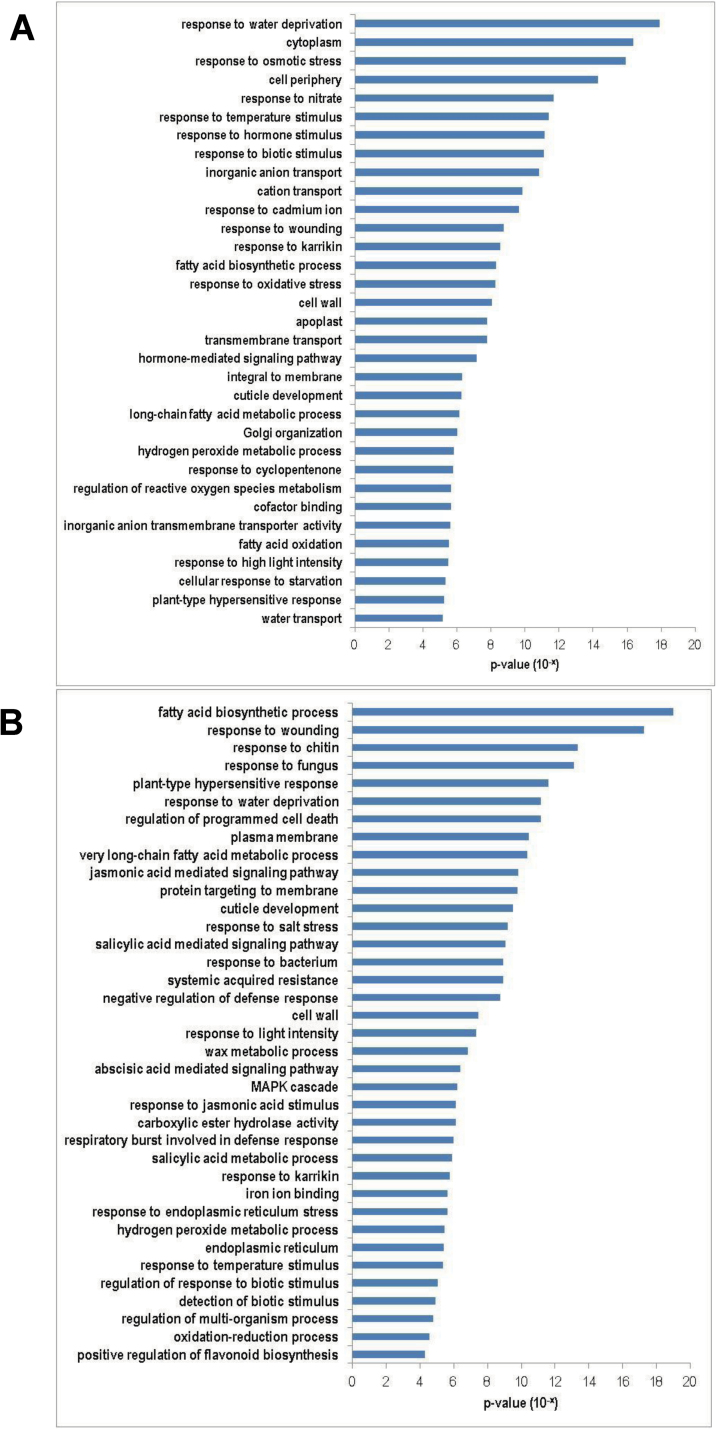
GO terms that were significantly enriched (*P*<0.01) in the downregulated genes in the *tbh* mutant (A) or in the spines of 1.6cm long fruit (B). GO terms were sorted based on *P* values.

**Fig. 6.**
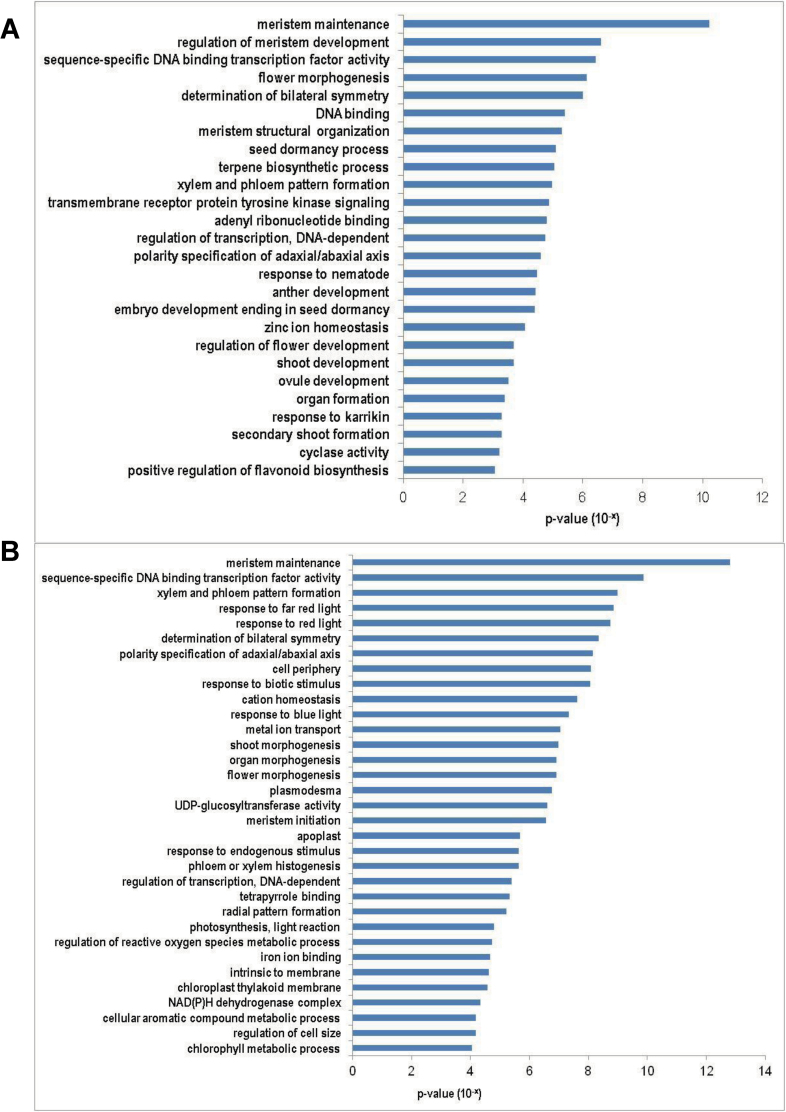
GO terms that were significantly enriched (*P*<0.01) in the upregulated genes in the *tbh* mutant (A) or in the spines of 1.6cm fruit (B). GO terms were sorted based on *P* values.

To explore further the role of meristem genes in trichome development, we examined the expression patterns of two meristem regulators, *CUP-SHAPED COTYLEDON3* (*CUC3*) and *STM* by *in situ* hybridization (Fig. 7). *CUC3* encodes a member of the NAC domain transcription factor family that is expressed in the meristem–organ boundaries and has been shown to regulate meristem organization, organ separation, and branching in *Arabidopsis* (Vroemen *et al.*, 2003; Hibara *et al.*, 2006). *STM*, which is expressed throughout the meristem but is downregulated in the organ primordia, encodes a member of the class I KNOX homeodomain transcription factors, which functions as a key regulator for meristem formation and maintenance (Clark *et al.*, 1996; Long *et al.*, 1996). In our DGE data, the expression of cucumber *CUC3* (*CsCUC3*) was over 1638-fold decreased in the *tbh* mutant, and we confirmed this downregulation via qRT-PCR (481-fold reduction) and semi-quantitative RT-PCR (Table 1, Fig. 7A). 

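A tag was paired with a gene that the paper names where it shared at least 16 consecutive bases with a primer of Supplementary Table S5. Of 360063 distinct tags, 1 shared such a stretch with any of the 72 primers. With a minimum of 15 bases 5 tags matched, and with 14 bases 13 tags, so an accidental match is possible at 16 bases too. This tag, CATGTATGTTTGGGAATTGAA, shared it with the forward primer gCUC3-F of *CsCUC3*. It had 2 and 3 counts in the WT pericarp libraries and 0 counts in both *tbh* pericarp libraries. In the 4 spine libraries it had 0 counts. It lay below the minimum of 10 counts in at least 2 libraries and was not tested. The smallest share that the depth can show, 3 counts, was 0.441 and 0.435 CPM in the *tbh* libraries, so a difference in this tag was not detectable at this depth. Its counts are too few to give the size of the fall that the paper reports for *CsCUC3*, which would have to rest on other tags. Such tags were not looked for here.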

*In situ* hybridization showed that *CsCUC3* was strongly expressed in the epidermis of WT cucumber fruit, as well as in the nucleus of spine cells (arrows in Fig. 7B, C) but was almost abolished in the *tbh* mutant (Fig. 7D, E). This was consistent with the dramatic reduction in *CsCUC3* expression in the *tbh* mutant revealed by DGE and RT-PCR data, suggesting that the activation of *CsCUC3* by the TBH-related pathway may be important for fruit spine development in cucumber. Another meristem regulator, STM, was shown to be induced by 37.8-fold as detected by DGE and 22.8-fold as detected by qRT-PCR in the spines of 1.6cm fruit versus 0.5cm fruit (Table 1). Consistently, *in situ* hybridization showed that, in young spines before base expansion (on 0.5cm fruit), cucumber *STM* (*CsSTM*) was present in the epidermis and nucleus of spine cells (arrows in Fig. 7F, left). During spine development, *CsSTM* was strongly expressed in the junction between the spine base and fruit wart (denoted by asterisks in Fig. 7F, middle and right). This pattern is similar to the high accumulation of STM at the leaflet initiation sites in complex leaves (Bharathan *et al.*, 2002; Hake *et al.*, 2004), implying that STM may promote fruit base expansion in cucumber.

**Fig. 7.**
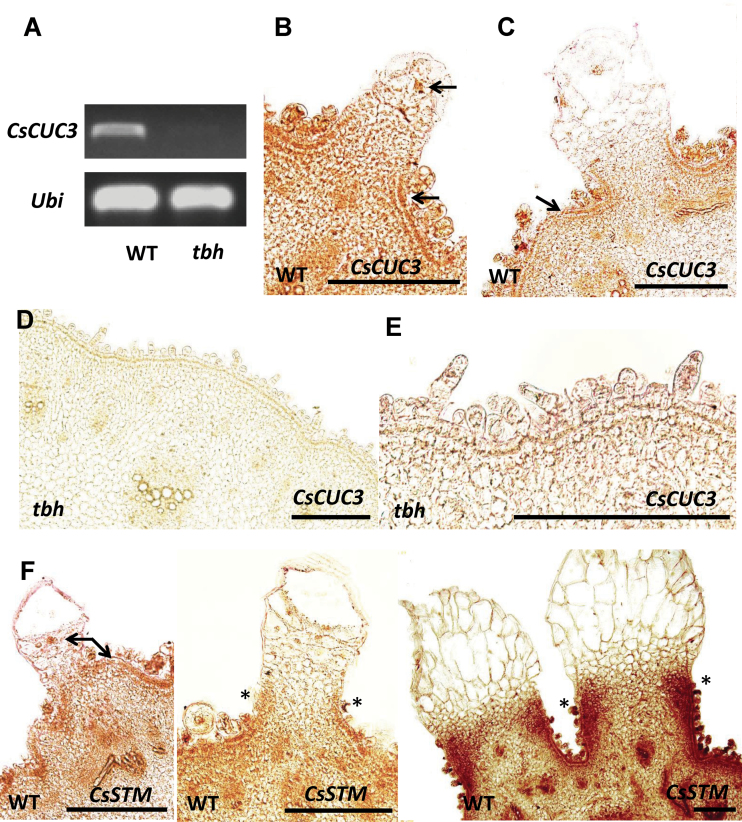
Expression analyses of *CsCUC3* and *CsSTM* during fruit spine development in cucumber. (A) Semi-quantitative RT-PCR of *CsCUC3* in pericarps of WT and *tbh* mutant. (B–F) Gene expression patterns as detected by *in situ* hybridization. *CsCUC3* was expressed in the epidermis and nucleus of spine cells in developing fruit spines of WT (arrows in B and C), but was undetectable in the *tbh* mutant (D, E). (F) Transcript accumulation of *CsSTM* was localized in the epidermis and nucleus of spine cells (arrows), and was strongly induced at the junction of the fruit base and wart during fruit base expansion (asteroids) in WT cucumber. Bars, 200 µm. (This figure is available in colour at *JXB* online.)

### Vascular patterning and polarity genes were induced during base expansion of cucumber fruit spines

Among the genes that were upregulated in the spines of 1.6cm fruit compared with those of 0.5cm fruit, genes that belong to GO terms ‘xylem and phloem pattern formation’ (*P*=1.0E–09) and ‘polarity specification of adaxial/abaxial axis’ (*P* =7.0E–09) were significantly enriched (Fig. 6B). Consequently, many well-known regulators for polarity specification and vascular patterning were significantly upregulated during fruit base expansion (Table 3). For example, the expression of cucumber homologues of the adaxial/xylem development marker *REVOLUTA* (*REV*) and the abaxial identity gene *KANADI1* (*KAN1*) was 4.7- and 3.0-fold higher, respectively, in the spines of 1.6cm fruit (Table 3) (Emery *et al.*, 2003; Juarez *et al.*, 2004; Nakata and Okada, 2012). *In situ* hybridization showed that *CsKAN* was expressed predominately in the nucleus of spine cells as well as in the epidermis (arrows in Supplementary Fig. S4 available at *JXB* online). Due to the presence of huge central vacuoles and squeezed internal organelles in the mature fruit spine, we were unable to locate the nucleus in the sections and were thus unable to detect a polarity pattern of *CsKAN* expression using *in situ* hybridization technology. However, we did qRT-PCR analyses and confirmed that *CsKAN* was indeed upregulated (4.5-fold) during fruit base expansion (Table 1), suggesting that polarity regulators may be involved in the fruit spine development in cucumber.

## Discussion

### Distinct morphology and developmental process of cucumber trichomes

Trichomes are the epidermal appendages that are mainly distributed on leaves, stems, and sepals (Hülskamp *et al.*, 1999; Hülskamp, 2004). Here, we found that cucumber trichomes not only cover the above-mentioned aerial organs but are also scattered on the surface of fruit (Fig. 1 and Supplementary Fig. S1 available at *JXB* online). Whether spines are present on cucumber fruit affects consumer preference and is thus of great economic importance. For example, in some European regions, people prefer glabrous cucumber without spines, whereas Asia customers desire cucumber with spines and warts. Cucumber trichomes belong to the multicellular non-glandular type of trichome. Each trichome consists of a stalk with four to eight cells lining up in a row and a dome-shaped base (Fig. 1G, H). Non-glandular trichomes have been shown to function in defence against insect herbivores, in protection against UV light and low temperature, and in facilitating seed dispersal in other plants (Hülskamp *et al.*, 1999; Hülskamp, 2004; Serna and Martin, 2006), and whether the non-glandular cucumber trichomes have the same functions warrants further studies.

Taking advantage of the large trichome base on cucumber fruit, we were able to explore the internal structure of trichomes using TEM. Fruit trichome cells display an enlarged cell size with a huge central vacuole and malformed internal organelles (Fig. 2A–D). Notably, abnormal-coloured plastids are often observed in the fruit spine cells (Fig. 2D and Supplementary Fig. S1A available at *JXB* online) but are very rare in epidermal cells, suggesting that cucumber trichomes may have a distinct origin from the epidermal-derived *Arabidopsis* trichomes (Marks, 1997; Hülskamp *et al.*, 1999; Larkin *et al.*, 2003). In addition, unlike the four rounds of endoreduplications in *Arabidopsis* trichome cells (32C) (Hülskamp *et al.*, 1994), cucumber trichome cells did not appear to undergo any endoreduplication (Fig. 2E, F). Consistently, cell-cycle-related genes were not differentially expressed in either of the DGE comparisons (*tbh* mutant vs WT, and 1.6 vs 0.5cm long fruit), supporting the suggestion that uni- and multicellular trichomes may be under different regulatory controls.

Compared with the complex developmental process of *Arabidopsis* trichomes (Szymanski *et al.*, 1998), formation of cucumber trichomes is relatively simple and can be generally divided into two steps: (i) initiation of the stalk and the base; and (ii) expansion of the base (Fig. 3). More importantly, the developmental phase of cucumber spines on each fruit surface is generally homogeneous, which makes it possible to isolate trichome populations in each specific developmental stage. Because cucumber is a horticultural crop of worldwide importance, and fruit spines directly affect the appearance and quality of cucumber fruit, detailed characterization of cucumber fruit trichomes will not only help understand the underlying molecular mechanisms of the development of multicellular non-glandular trichomes but will also pave the way for creating new cucumber varieties with desired trichome growth and density through breeding and genetic engineering. Therefore, cucumber fruit trichomes may serve as a model system for studying the development of multicellular non-glandular trichomes.

### *TBH* may function as a major activator during fruit spine development

Mutant analyses have identified both positive and negative regulators of *Arabidopsis* trichome development (Schwab *et al.*, 2000; Szymanski *et al.*, 2000). Although different cucumber varieties display enormous divergence in fruit trichome formation, no trichome mutant with developmental defects has been characterized yet. Here, we obtained and purified a spontaneous mutation *tbh*, and found that the morphology and development of trichomes was dramatically changed in the *tbh* mutant (Fig. 1). Disruption of the *TBH* locus led to tiny trichomes with a greatly reduced number of cells, aberrant cell shapes and organization, and branched trichomes (Fig. 1), suggesting that *TBH* may be required for cell division and directional growth of cucumber trichomes. In addition, transcriptome analyses by DGE showed that the downregulated genes were greatly outnumbered by the upregulated genes in the *tbh* mutant (Fig. 4, Supplementary Table S2 available at *JXB* online), implying that *TBH* may act as a primary activator during fruit spine development in cucumber. Considering that trichomes initiate but arrest their further development in the *tbh* mutant (Fig. 1), and that there are more trichomes in the *tbh* mutant than in WT, it is possible that TBH regulates both the initiation and outgrowth of trichomes in cucumber. Based on the activator–inhibitor model, initiated trichome cells may activate factors that inhibit trichome development in neighbouring cells (Hülskamp and Schnittger, 1998; Hülskamp, 2004). Therefore, TBH may act immediately after trichome initiation and its function is required for later development of trichomes as well as the activation of some inhibiting factor(s). Disruption of TBH function leads to arrested trichome growth and reduced inhibition for surrounding cells, which causes increased trichome density.

### New roles of meristem genes during fruit trichome development

The shoot apical meristem (SAM) is the ultimate origin for all above-ground parts of the plant body. It produces lateral organ primordia from the peripheral zone (PZ) while maintaining a pool of stem cells in the central zone (CZ) (Fletcher, 2002). The meristem regulator STM promotes the indeterminate meristematic cell fate in the SAM by limiting expression of *ASYMMETRIC LEAVES 1 (AS1)* and *AS2* in primordia. Both AS1 and AS2 inhibit the expression of KNOX family genes, which include STM, in the initiating primordia so as to stimulate cell differentiation and patterning (Byrne *et al*., 2000, 2002; Ori *et al.*, 2000). Overexpression of *STM* leads to switching the cell fate from determinate to indeterminate meristematic in leaf tissues (Smith *et al.*, 1992; Sinha *et al.*, 1993; Long *et al.*, 1996). Here, we found that ‘meristem maintenance’ genes were significantly induced in the *tbh* pericarps (epidermis plus spines) compared with in the WT (Fig. 6, Table 2). Therefore, the tiny trichomes with arrested development in the *tbh* mutant may be caused by the upregulated expression of meristem genes, which enables the trichomes to recapitulate a shoot meristem programme. Similarly, meristem maintenance genes were induced in the 1.6cm fruit compared with the 0.5cm fruit (Fig. 6, Table 3). However, only very few genes were commonly induced in both sets of comparisons (Fig. 4). Given that the CZ of SAM displays a greatly reduced number of cell divisions whereas the PZ cells divide much more frequently (Fletcher, 2002; Reddy and Meyerowitz, 2005), together with the fact that the *tbh* mutant had a reduced number of trichome cells with inert cell division, and that spines of 1.6cm fruit undergo rapid base expansion with active cell division, it is plausible that distinct members of meristem genes were upregulated in the *tbh* mutant and during spine base expansion. While negative regulators of cell division were induced in the *tbh* mutant, similar to those functioning in the CZ, positive regulators for cell division were promoted in the spines of 1.6cm fruit, similar to those acting in the PZ. In addition, it has been shown that the meristem–organ boundary gene *CUC3* promotes adventitious shoot formation and cell division in *Arabidopsis* (Daimon *et al.*, 2003). Here we found that transcripts of *CsCUC3* were abolished in the *tbh* mutant (Table 1, Fig. 7). However, neither the genomic sequence nor the 2.6kb promoter region of *CsCUC3* showed any difference between WT and the *thb* mutant (data not shown), implying that TBH regulates the expression of *CsCUC3* epigenetically or is an upstream regulator that is essential for *CsCUC3* expression and therefore cell division. During the expansion of the spine base, the meristem marker *CsSTM* was induced over 22-fold as detected by DGE and qRT-PCR (Table 1), and *in situ* hybridization showed that *CsSTM* was highly accumulated in the junction between the spine base and fruit wart (Fig. 7F). Previous studies have indicated that overexpression of *STM* leads to ectopic cell divisions (knots) in leaf tissue (Smith *et al.*, 1992; Sinha *et al.*, 1993), and that STM was induced at the leaflet initiation sites in complex leaves (Bharathan *et al.*, 2002; Hake *et al.*, 2004). These data suggested that, similar to the leaflet initiation, spine base expansion is mediated by *CsSTM* activation in cucumber. Interestingly, we did not detect any differential expression of the homologues of well-characterized trichome regulators such as *TTG1* (Galway *et al.*, 1994; Walker *et al.*, 1999), *GL1*, *GL2*, *GL3*, and *EGL3* (Payne *et al.*, 2000; Zhang *et al.*, 2003), *TRY* (Schellmann *et al.*, 2002; Pesch and Hülskamp, 2011), and *CPC* (Wada *et al.*, 1997, 2002) in either set of DGE data. One possibility is that most of these genes act in the trichome initiation or shortly after initiation, and our samples for the DGE analyses were collected at a time point that was too late to detect any changes in their expression. Another possibility is that the unicellular *Arabidopsis* trichomes and multicellular cucumber spines may be under the control of distinct transcription networks. Consistent with this notion, unlike the common regulatory mechanism for trichome and root hair development in *Arabidopsis* (Hülskamp, 2004; Pesch and Hülskamp, 2004), neither meristem genes nor known trichome regulators showed significantly differences in the roots of *tbh* mutant and WT (Supplementary Table S4 available at *JXB* online). Future studies using reverse genetics strategies will help uncover the regulatory roles of meristem genes and known trichome regulators during cucumber fruit spine development.

### Conserved requirement of polarity regulators for organ expansion

Polarity specification of the adaxial–abaxial axis has been well characterized in leaf patterning (Yamaguchi *et al.*, 2012). Generally, the vascular bundles are also polarized, with the xylem being adaxial and the phloem being abaxial. Previous studies have identified adaxial-specific genes such as *PHABULOSA*, *PHAVOLUTA*, and *REVOLUTA* (*REV*) (Eshed *et al.*, 2001; McConnell *et al.*, 2001; Otsuga *et al.*, 2001), and abaxial-specific regulators such as *FILAMENTOUS FLOWER* and *KANADI* (Sawa *et al.*, 1999; Emery *et al.*, 2003; Juarez *et al.*, 2004; Nakata and Okada, 2012). A model has been proposed in which juxtaposition of adaxial and abaxial developmental fields is required for laminar expansion and margin development in leaves (Eshed *et al.*, 2001; Emery *et al.*, 2003; Nakata and Okada, 2012). Disruption of either adaxial- or abaxial-specific genes causes a partial or completely filamentous leaf phenotype that is defective in laminar expansion (Sawa *et al.*, 1999; McConnell *et al.*, 2001; Otsuga *et al.*, 2001; Emery *et al.*, 2003). In this study, we found that GO terms ‘xylem and phloem pattern formation’ and ‘polarity specification of adaxial/abaxial axis’ were significantly enriched among the upregulated genes in the spines of 1.6cm fruit (Fig. 5B, Table 3), and we verified that both adaxial and abaxial identity genes were promoted during spine base expansion (Tables 1 and 3, Fig. 6). These data suggested that, similar to the laminar expansion in leaf development, both adaxial and abaxial regulators are required for cucumber spine base expansion. It would be interesting to explore whether auxin mediates the adaxial and abaxial juxtaposition in cucumber trichome development as in the leaves (Wang *et al.*, 2011), and what are the expression patterns of the above-mentioned polarity markers in the mature dome-shaped spine base of cucumber fruit in future studies.

## Supplementary data

Supplementary data are available at *JXB* online.

Supplementary Fig. S1. Trichome distribution in WT cucumber and the *tbh* mutant.

Supplementary Fig. S2. Two types of trichomes in cucumber as observed by scanning electron microscopy.

Supplementary Fig. S3. Developmental stages of cucumber fruit spines.

Supplementary Fig. S4. Gene ontology (GO) terms that were significantly enriched (*P*<0.01) in the downregulated genes in the *tbh* mutant or in the spines of 1.6cm long fruit.

Supplementary Table S1. Summary of digital gene expression sequencing data.

Supplementary Table S2. List of genes that are differentially expressed in fruit spines of the WT and *tbh* mutant.

Supplementary Table S3. List of genes that are differentially expressed in fruit spines of two different developmental stages.

Supplementary Table S4. qRT-PCR analysis of meristem genes and trichome regulators in the leaf and root of *tbh* mutant versus those in WT cucumber.

Supplementary Table S5. List of primers used in this study.

Supplementary Data

## Abbreviations:

bHLH: basic helix–loop–helix
CZ: central zone
DAPI: 4’,6-diamidino-2-phenylindole
DGE: digital gene expression
FDR: false discovery rate
GO: gene ontology
PZ: peripheral zone
qRT-PCR: quantitative reverse transcription-PCR
SAM: shoot apical meristem
SEM: scanning electron microscopy
TEM: transmission electron micrograph
WT: wild type.

# Supplementary material for: Transcriptome profiling reveals roles of meristem regulators and polarity genes during fruit trichome development in cucumber (Cucumis sativus L.)
**Source:** J Exp Bot. 2014 Jun 24;65(17):4943–58. doi: 10.1093/jxb/eru258
**Supplement:** Supplementary Data

Transcriptome profiling reveals roles of meristem regulators and polarity genes during fruit trichome development in cucumber (Cucumis sativus L.) — Transcriptome profiling reveals roles of meristem regulators and polarity genes during fruit trichome development in cucumber (Cucumis sativus L.) — Supplementary Data 

# Transcriptome profiling reveals roles of meristem regulators and polarity genes during fruit trichome development in cucumber (*Cucumis sativus* L.)

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

# Supplementary material for: Transcriptome profiling reveals roles of meristem regulators and polarity genes during fruit trichome development in cucumber (Cucumis sativus L.)
**Source:** J Exp Bot. 2014 Jun 24;65(17):4943–58. doi: 10.1093/jxb/eru258
**Supplement:** Supplementary Data

Figure S1

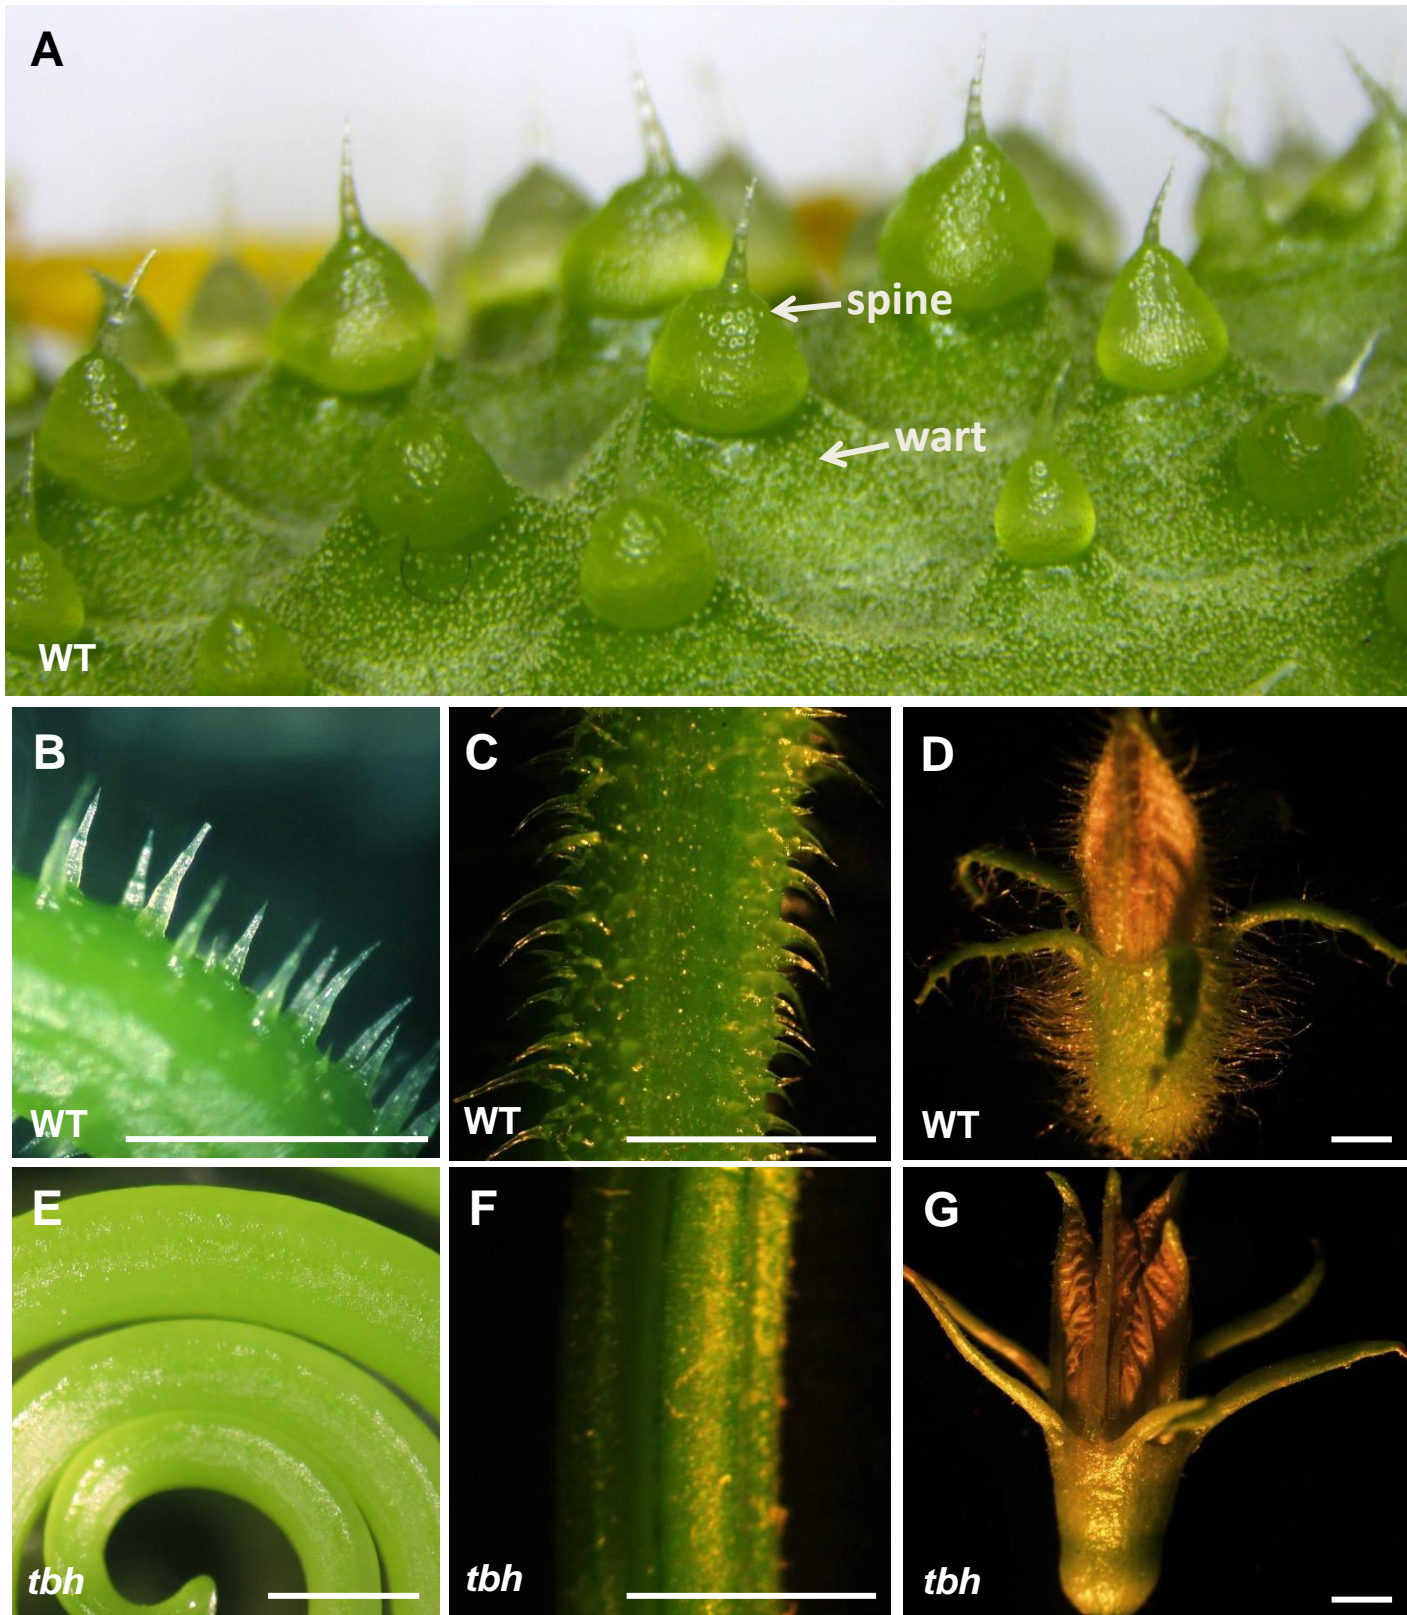

**Supplemental Figure S1. Trichome distribution in WT cucumber and *tbh* mutant.**

(A) Optical microscope of cucumber fruit surface showed the mature spine (light green) on the top and developing wart on the bottom. (B-G) Trichomes were evenly scattered on the surface of tendrils (B, E), stems (C, F), and male flower buds (D, G) in WT cucumber (B-D), but were barely visible in the *tbh* mutant (E-G) under optical microscope. Scale bars represent 3mm.

**Figure S2**

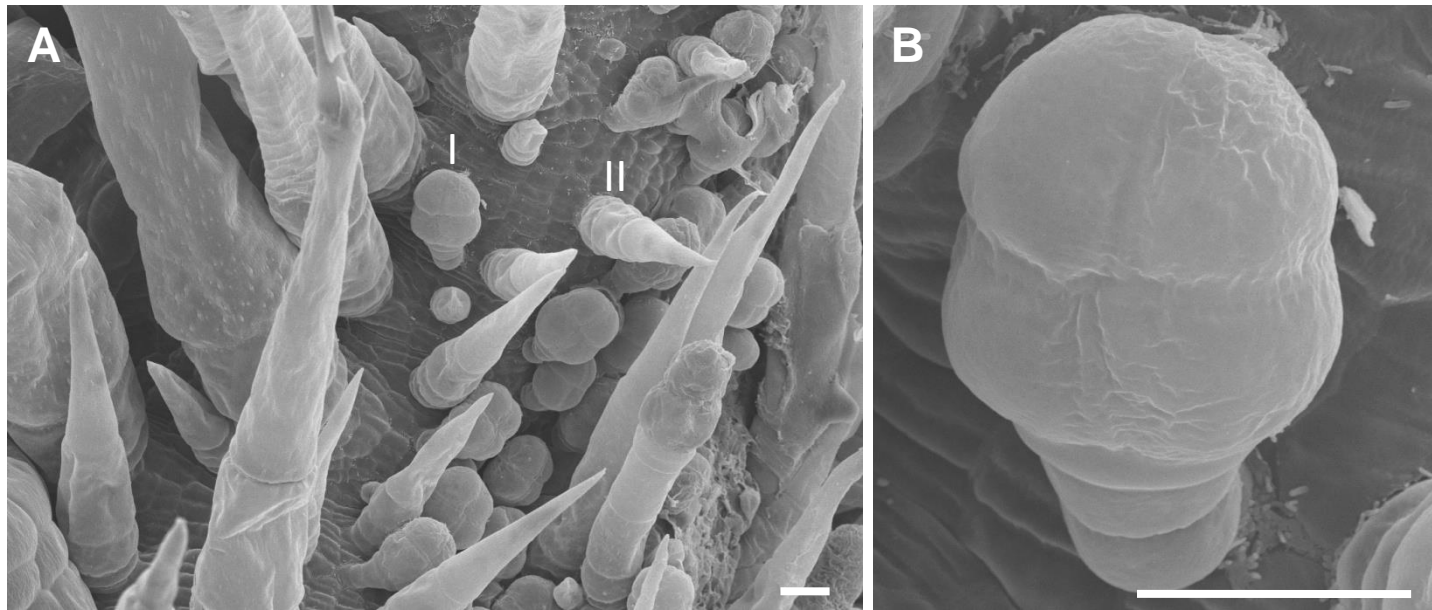

**Supplemental Figure S2. Two types of trichome in cucumber as observed by scanning electron microscopy . (A)** SEM of a young leaf showed the type I and type II trichomes in cucumber. (B) Enlarged view of a typical type I trichome in cucumber. Scale bars represent 20 $\mu$ m.

**Figure S3**

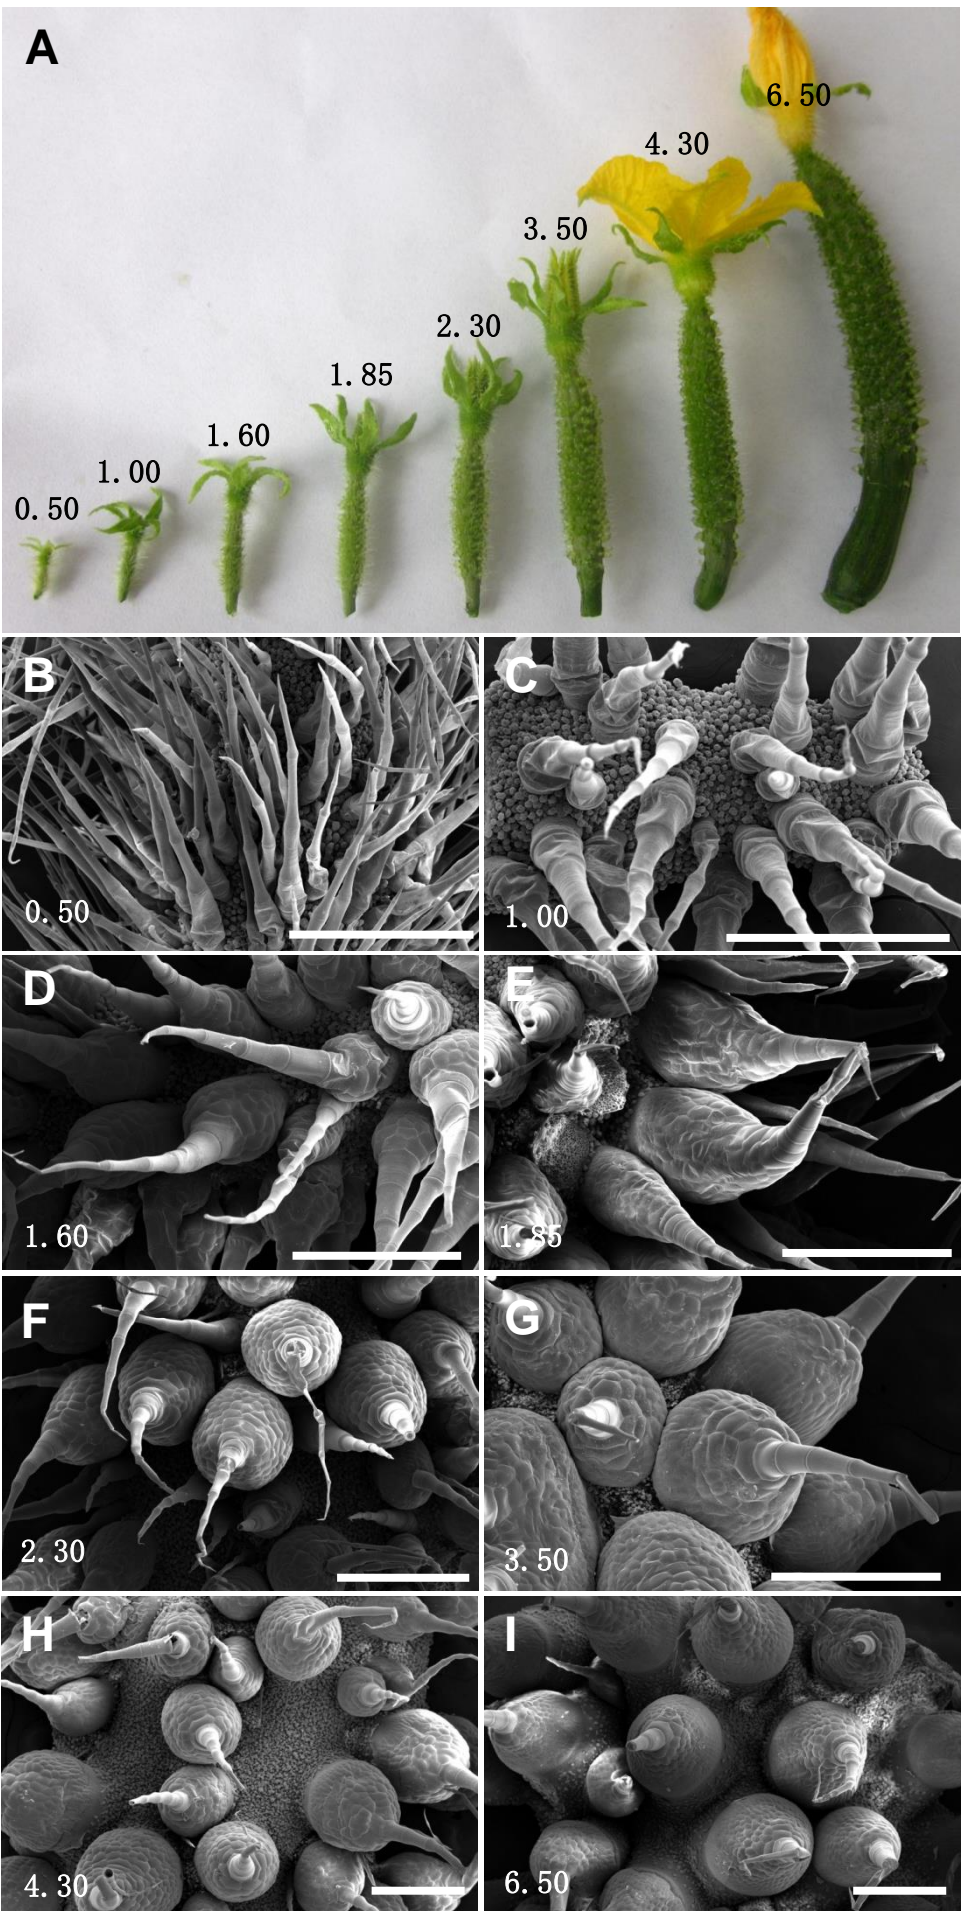

**Supplemental Figure S3. Developmental stages of cucumber fruit spines.**

(A) Eight developmental stages we used to observe the morphology of fruit spines. (B-I) SEM of fruit spine development during above eight stages. The numbers indicated the average fruit lengths in cm.

**Fig S4**

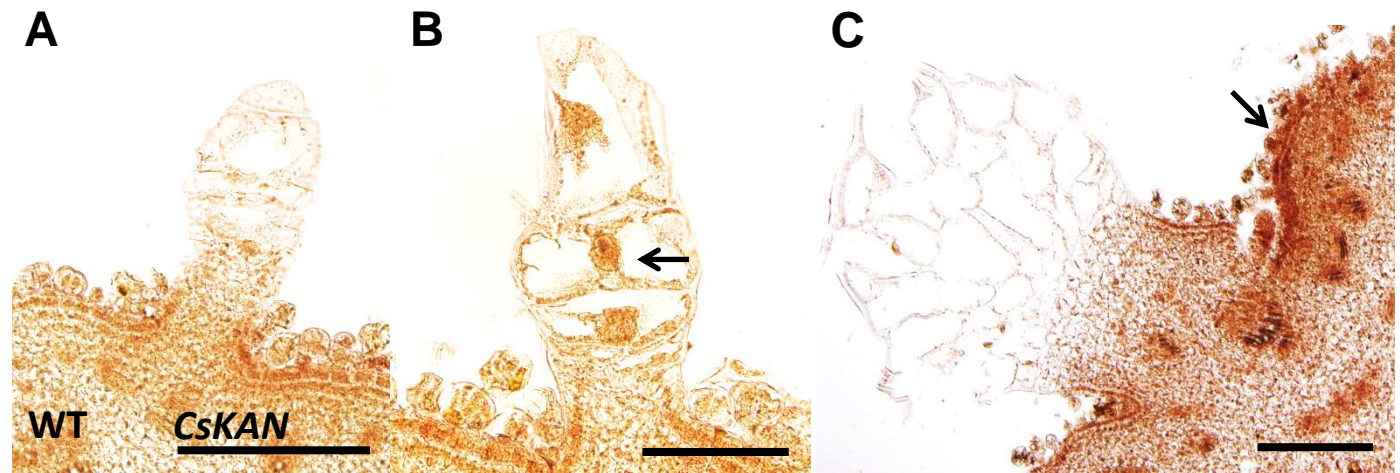

**Supplemental Figure S4. Expression analyses of *CsKAN* during fruit spine development in cucumber.**

(A-C) Distribution of *CsKAN* in developing fruit spines of WT cucumber. Arrows show the high expression of *CsKAN* in spine nucleus as well as in the fruit epidermis. Scale bars = 200  $\mu\text{m}$ .

**Table S1. Summary of digital gene expression sequencing data**

|                                       | WT vs. <i>tbh</i> |                |                |                | 1.6cm vs. 0.5cm |                |                |                |
|---------------------------------------|-------------------|----------------|----------------|----------------|-----------------|----------------|----------------|----------------|
|                                       | WT_rep1           | WT_rep2        | tbh_rep1       | tbh_rep2       | 1.6cm_rep1      | 1.6cm_rep2     | 0.5cm_rep1     | 0.5cm_rep2     |
| Number of raw reads                   | 7,137,255         | 7,490,771      | 6,953,507      | 7,063,193      | 7,164,599       | 7,067,024      | 7,088,068      | 7,494,811      |
| Number of clean tags                  | 6,956,882         | 7,308,968      | 6,795,946      | 6,892,017      | 6,989,699       | 6,894,716      | 6,921,677      | 7,335,259      |
| Percentage of clean tags (clean tags, | 97%               | 98%            | 98%            | 98%            | 98%             | 98%            | 98%            | 98%            |
| Number of unique clean tags           | 163,250           | 167,896        | 173,256        | 169,915        | 169,704         | 153,134        | 145,713        | 135,858        |
| Number of mapped tags                 | 6,635,229         | 7,008,964      | 6,456,738      | 6,556,836      | 6,638,619       | 6,384,792      | 6,570,588      | 6,920,718      |
| Percentage of mapped tags (mapped     | 95%               | 96%            | 95%            | 95%            | 95%             | 93%            | 95%            | 94%            |
| <b>Number of mapped unique tags</b>   | <b>135,844</b>    | <b>141,065</b> | <b>147,073</b> | <b>139,267</b> | <b>137,046</b>  | <b>124,399</b> | <b>120,224</b> | <b>109,384</b> |

**Table S4. qRT-PCR analysis of meristem genes and trichome regulators in the leaf and root of *tbh* mutant versus those in WT cucumber**

| Gene ID     | Putative Annotation                     | Leaf             | Root            |
|-------------|-----------------------------------------|------------------|-----------------|
| Csa4G297540 | RPL (REPLUMLESS)                        | -1.7 $\pm$ 0.06  | -1.1 $\pm$ 0.24 |
| Csa3G736760 | AP2 (APETALA 2)                         | -1.5 $\pm$ 0.32  | 1.0 $\pm$ 0.08  |
| Csa7G041370 | STM (SHOOT MERISTEMLESS)                | 1.2 $\pm$ 0.21   | 1.2 $\pm$ 0.36  |
| Csa5G608050 | NIK1 (NSP-INTERACTING KINASE 1)         | -2.1 $\pm$ 0.49  | 1.1 $\pm$ 0.06  |
| Csa5G092940 | BRL2 (BRI1-LIKE 2)                      | -1.8 $\pm$ 0.25  | -1.0 $\pm$ 0.29 |
| Csa4G256430 | BOP2 (BLADE ON PETIOLE2)                | 4.5 $\pm$ 0.09   | -1.4 $\pm$ 0.18 |
| Csa3G144740 | ZLL (ZWILLE)                            | -2.5 $\pm$ 0.06  | -1.6 $\pm$ 0.20 |
| Csa6G497080 | BAM1 (BARELY ANY MERISTEM 1)            | -3.0 $\pm$ 0.31  | 1.5 $\pm$ 0.06  |
| Csa4G097650 | TTG1 (TRANSPARENT TESTA GLABRA 1)       | 1.6 $\pm$ 0.17   | -1.1 $\pm$ 0.08 |
| Csa7G447000 | GL2 (GLABRA 2)                          | -1.9 $\pm$ 0.23  | -1.7 $\pm$ 0.08 |
| Csa3G824850 | MYB106 (myb domain protein 106)         | -1.8 $\pm$ 0.19  | 1.8 $\pm$ 0.12  |
| Csa4G052630 | ADL1 (ARABIDOPSIS DYNAMIN-LIKE PROTEIN) | -1.7 $\pm$ 0.45  | -1.4 $\pm$ 0.27 |
| Csa6G003480 | GL3 (GLABRA3)                           | -11.3 $\pm$ 0.08 | -1.3 $\pm$ 0.40 |
| Csa5G139610 | TRY(TRIPTYCHON)                         | 2.7 $\pm$ 0.02   | -1.4 $\pm$ 0.47 |

**Table S5. Primer information used in this study**

|               |                                 |
|---------------|---------------------------------|
| <i>TRY-R</i>  | 5'- ATCCACCTATCTCCAATCAGC -3'   |
| <i>TTG1-F</i> | 5'- CTCCTCAACAACAGCAAAACCA -3'  |
| <i>TTG1-R</i> | 5'- CCCCAGCAATGTCATAAACC -3'    |
| <i>YAB2-F</i> | 5'- AATGCTGGGGATTCAAGTAAGGA -3' |
| <i>YAB2-R</i> | 5'- AGGAGGGATTCTATGTTGGTCAC -3' |
| <i>ZLL-F</i>  | 5'- GCTTGTGGATGAAGAAGATGGAG-3'  |
| <i>ZLL-R</i>  | 5'- CCTTTTGGATGAAAGCTCTCTCA-3'  |
| <i>UBI-R</i>  | 5'- CACCAAGCCCAAGAAGATC -3'     |
| <i>UBI-F</i>  | 5'- TAAACCTAATCACCACCAGC -3'    |

---

***Primers for cloing***

---

|         |                              |
|---------|------------------------------|
| pCUC3-F | ACTTCGATTAGATCCAAGACAGAA     |
| pCUC3-R | TAACCTGGTGGCAATAATCTATGG     |
| gCUC3-F | ATGTTTGGGAATTGAAGAAGTTATTGGA |
| gCUC3-R | TCAGCACCTCCGGACCAA           |

---

***Primers for in situ probes***

---

|                 |                                                           |
|-----------------|-----------------------------------------------------------|
| <i>CUC3-SP6</i> | 5'- GATTTAGGTGACACTATAGAATGCT CACCATAGATTATTGCCACCAGG -3' |
| <i>CUC3-T7</i>  | 5'- TGTAATACGACTCACTATAGGG GAAGTTCCCACGGCTCACAT -3'       |
| <i>KAN-SP6</i>  | 5'- GATTTAGGTGACACTATAGAATGCT CAATACACCAACTTTGTCAACAC -3' |
| <i>KAN-T7</i>   | 5'- TGTAATACGACTCACTATAGGG TCTGCTCTGCCTAATCTGAACTC -3'    |
| <i>STM-SP6</i>  | 5'- GATTTAGGTGACACTATAGAATGCT TATCCCTCGGAATCGCAAAAG -3'   |
| <i>STM-T7</i>   | 5'- TGTAATACGACTCACTATAGGG ACCAGCATCCATCACCACAAA -3'      |

---

How the deposited data were processed for this re-analysis (not part of the article)

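Tag counts of 8 DGE libraries were analysed, in 4 groups of 2 biological replicates: WT and *tbh* pericarps of 1.6–1.8 cm fruits (set 1), and isolated WT spines of 0.5 cm and of 1.6 cm fruits (set 2). The conditions were taken from the sample labels and from the paper's methods. The labels name fruit spine as the tissue of set 1, whereas the methods name pericarps, and the methods were followed. According to the paper, the authors trimmed adapters and kept 21 nt tags with at least 2 counts in a library and without ambiguous bases. The deposited counts are the number of times each tag was read, without normalization. The deposited TPM values are those counts scaled by the library's total, and they were checked against the counts but not used further. The authors' mapping of tags to the cucumber genome and the sums per gene are not part of the analysed values.

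Tags were joined over libraries by sequence, and a tag missing from a library was given 0 counts. Since no library holds tags of 1 count, a 0 stands for at most 1 count. Gene-level comparisons, which had been set out in case a cucumber genome with annotation was at hand, were not run, and genes of the paper's tables were not analysed here as tags, apart from tags matched to primers over at least 16 consecutive bases. The depth was between 6795946 and 7335259 counts per library, and 3 counts of the total, the floor used for a tag not seen, correspond to 0.409 to 0.441 CPM (counts scaled to a common library total). Floors cover counting error only, because PCR reads without molecular identifiers are not independent molecules.

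Counts were analysed in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and other values in Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1 and NumPy 2.4.6. Figures were drawn with matplotlib 3.10.9. In each set, tags with at least 10 counts in at least 2 of the 4 libraries were normalized with TMM factors and compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest with their default settings) without covariates. P-values were adjusted by the method of Benjamini and Hochberg and compared with 0.05. The paper's text names edgeR and the false discovery rate, but not the edgeR test or a filter on low counts beyond the minimum of 2 counts in a library. The same test compared WT pericarps with spines of 1.6 cm fruit, a comparison that was added after seeing the data. Numbers of tags with at least a 4-fold change were taken from ratios of mean TMM-normalized CPM with a pseudocount of 1, without a test, so that each replicate could be left out in turn. Leaving out a replicate leaves a group with a single library, and no test was run on such fits. With 2 libraries per group, regroupings of the samples cannot give a p-value under 0.05.

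The alternatives were DESeq2's size factors in edgeR, DESeq2's Wald test, edgeR's exact test with tagwise dispersion, no filter on low counts, at least 10 counts in every library of the set, all 8 libraries in a joint fit, the replicate number of the labels as a block, a pseudocount of 0.1 CPM and leaving out each replicate. Library totals in place of TMM factors, a correction for the GC content of the tags, and the removal of tags 1 mismatch from a tag at least 50 times as abundant were added after seeing the data, as was a block with crossed replicate numbers. Whether replicate numbers pair the libraries was measured as the correlation, across tags, of the deviations of same-numbered libraries from their group means of log2 CPM.

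The tags named in the text are the 2 with the largest rise and the 2 with the largest fall in each comparison among those past the threshold with both libraries of a group above both of the other, and tags matched to a primer of Table S5. In the spines no tag qualified. For pairs of tags 1 base apart, a pair was called replaced when it had at least 20 counts in every library compared and each tag made up at most 2% of the pair in the group that lacked it. Random lists for enrichment tests were drawn 10000 times from the tested tags, matched over 20 bins of abundance. The correlation across the genes of Table 1 used the paper's values and 100000 permutations, or all permutations for fewer than 10 genes.

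The tests were checked on simulated data with 200 tags changed 8-fold among counts with the means and totals of the libraries. Each tag was given the spread that edgeR estimated for tags of its abundance, so differences in spread between tags of like abundance were not simulated. In the pericarps the test without a block recovered 95.5% of these tags, and 2.55% of its calls were false. In the spines it recovered 62.0%, and 9.49% of its calls were false. When a shared difference between replicate numbers was simulated with a smaller remaining spread, the share recovered rose with the block from 80.5% to 99.5% in the pericarps and from 84.0% to 98.0% in the spines.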

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

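The test of how much of the difference between WT pericarps and spines lies in replaced tags was chosen only after the result was seen. The tests on tag pairs were prompted by the named tags seen to be 1 base apart, and the number of replaced pairs was known when the test of partial changes was set.

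In 77 of 3034 pairs of tags 1 base apart, the tag of the WT pericarps was replaced by its partner in all 4 spine libraries. The paper does not report such pairs. In these pairs the spine tag made up 2 of 40321 counts in the WT pericarps, and the pericarp tag made up 38 of 83779 counts in the spines. The *tbh* pericarps had the WT pericarp tag in 74 of the 76 pairs with counts in both *tbh* libraries. Between the 0.5 cm and 1.6 cm spines 0 of 3108 pairs were replaced, and between WT and *tbh* pericarps 3 of 3146. Low counts or chance would replace pairs between replicate numbers too, and 0 were replaced there, although pairs with fewer than 20 counts in a library had been left out. Of the 35 splits of the 8 libraries into 4 and 4, the split of pericarps from spines gave 74 replaced pairs, and the largest number in the 34 other splits was 0. Near-identical gene copies used in different tissues might mostly shift the share of a tag partially, which was not tested. Here 44 pairs changed partially, fewer than the 77 replaced. Between 0.5 cm and 1.6 cm spines 64 pairs changed partially, and between WT and *tbh* pericarps 26. Partial changes thus occurred with few or no replaced pairs, and their number cannot by itself exclude gene copies. A candidate explanation is a strain variant, that is, that the spine libraries came from plants of another genetic background than the pericarp libraries. The 77 pairs prompted this explanation and their comparison with 0 pairs between replicate numbers is no separate test of it, so it remains a hypothesis. The paper gives the inbred line R1407 as the WT. Of the 77 pairs, 48 (62.3%) differed by a transition (A with G or C with T). Editing by base conversion makes only transitions, so the remaining pairs argue against RNA editing as the source of the whole pattern. The WT pericarps include spines, so tissue alone would leave the spine tag in them, where it made up 2 of 40321 counts. This argues against tissue alone as the source, unless spines gave almost no pericarp RNA. A systematic difference in sequencing between the sets was not tested. Each tissue is its own set, so the plants and the set cannot be told apart.

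Between WT pericarps and spines of fruit of the same age, a comparison that the paper does not report, 488 tags were higher and 1536 lower in 1.6 cm spines at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, 54216 tags, 2 libraries per group). At an unadjusted p-value under 0.05 the numbers were 3519 and 5271. With library totals in place of TMM factors 2069 tags passed, and with the GC content of the tags corrected 1964 passed, so these corrections left most of the number. The number depended on other settings: 10 tags were higher and 204 lower with at least 10 counts in every library, and 1555 and 3439 without a filter. In the joint fit of 8 libraries 741 and 2306 passed, 837 and 2487 with the replicate number as a block, and 1090 and 3013 with edgeR's exact test. The share of counts in the 10 most abundant tags was 0.988 times as large in the spines. A difference between library batches cannot be told apart from the tissue, since 0 sets hold libraries of both tissues. Tags of the replaced pairs made up 7.61% of the tags past the threshold. Only tags of pairs 1 base apart were counted, so this share is no upper limit for a strain variant. Of all tags, 193 had at least 20 counts in every pericarp library and 0 in every spine library, and 176 showed the reverse. Whether these come from the tissue or from the plants was not tested. Differences in expression between lines, if the plants differed, would remain mixed with the tissue. Expression differences due to a strain variant therefore cannot be told apart from those of the tissue in any comparison between pericarp and spine libraries. The difference is for these reasons not called biological.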

How the results depend on the processing

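The alternatives below were set before the data were examined, except library totals, the GC correction and the removal of 1-mismatch copies, which were chosen after seeing the data. No test of an explanation was chosen after the result was seen in what follows.

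In the comparison of *tbh* with WT pericarps, downregulated tags outnumbered upregulated tags under all 11 settings at the adjusted threshold. At an unadjusted p-value under 0.05, library totals gave 6481 upregulated and 4866 downregulated tags, against 4215 and 6302 with TMM factors. The 381 upregulated tags became 1009 with edgeR's exact test, 713 without a count filter, 50 in the joint fit of 8 libraries, 1147 with the replicate number as a block and 670 with library totals, and the other 5 settings gave between 266 and 454. The 2261 downregulated tags became 3562 without a filter, 990 with 10 counts in every library, 1125 in the joint fit and 3506 with the block, and the other 6 settings gave between 1895 and 3297. For these changes the cause was not tested.

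In the spines, 0 tags passed in either direction (3414 higher and 3411 lower at an unadjusted p-value under 0.05). The numbers higher and lower in 1.6 cm fruit were 138 and 115 with DESeq2's size factors, 773 and 773 with DESeq2's Wald test, 1306 and 1226 with the exact test, 29 and 44 without a filter, 9 and 19 with 10 counts in every library, 1201 and 1085 in the joint fit, 2938 and 2992 with the block, and 259 and 222 with the GC correction. They stayed at 0 and 0 with library totals and without 1-mismatch copies. The smallest adjusted p-value without a block, 0.0544, lay close to the threshold, and the cause was not tested.

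Tags changed in the same direction in both comparisons numbered 0 higher and 0 lower, and 3 and 24 with size factors, 21 and 171 with the Wald test, 68 and 254 with the exact test, 1 and 15 without a filter, 1 and 2 with 10 counts in every library, 9 and 151 in the joint fit, 191 and 652 with the block, and 8 and 43 with the GC correction; the cause was not tested.

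With a pseudocount of 0.1 in place of 1 CPM, tags at least 4-fold higher and lower numbered 249 and 1775 in *tbh*, against 42 and 840, and 1630 and 1376 in 1.6 cm spines, against 678 and 580. Across the 4 calculations that each left out a replicate, the numbers ranged from 32 to 76 higher and from 792 to 1014 lower in *tbh*, and from 575 to 1538 higher and from 449 to 1060 lower in 1.6 cm spines; the cause was not tested. The log2 fold change of CATGCTATCTTTGTTCCTATT moved to -8.12 without the second WT library. The other alternatives for the 4 named tags show no stability, since each tag has 0 counts in both libraries of a genotype and its log2 fold change is set by the prior count. Comparisons at the level of genes were not run. The depth limits all results to tags above 0.409 to 0.441 CPM.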

Differences from the paper's values

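The settings named in the differences were set before the data were examined, except the GC correction and library totals, which were chosen after seeing the values. The clean and unique tags of the 8 libraries are equal to the paper's, and the Pearson correlation across the 20 entries of Table 1 is 0.996 here and in the paper.

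The paper states that genes were differentially expressed between the spines of 1.6 cm and 0.5 cm fruit, and its Table S3 lists 773 upregulated and 624 downregulated genes. At the level of tags, 0 upregulated and 0 downregulated tags passed the adjusted threshold without a block (3414 and 3411 at an unadjusted p-value under 0.05). Tags passed in both directions with DESeq2's size factors (138 and 115), DESeq2's Wald test (773 and 773), edgeR's exact test (1306 and 1226), no filter (29 and 44), 10 counts in every library (9 and 19), the joint fit of 8 libraries (1201 and 1085) and the replicate number as a block (2938 and 2992), and also with the GC correction (259 and 222), which was chosen after seeing the values. With library totals, chosen after seeing the values, 0 and 0 tags passed.

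The paper's discussion states that the downregulated genes were outnumbered by the upregulated genes in *tbh*. Here 2261 tags were downregulated and 381 upregulated, and the paper's Table S2 lists 1281 downregulated and 380 upregulated genes. The downregulated tags were the more numerous under all 11 settings at the adjusted threshold. At an unadjusted p-value under 0.05 the upregulated tags were the more numerous with library totals (6481 against 4866), chosen after seeing the values.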

Other observations

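The tests of the crossed block, of spine age, of shared fold changes in Tables S2 and S3 and of the direction of change in Table 1 were chosen only after the result was seen.

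Downregulated tags outnumbered upregulated tags in *tbh* by 5.93 to 1 at an adjusted p-value under 0.05. With library totals in place of TMM factors the ratio was 2.85, with the GC content of the tags corrected 5.53, and without 1-mismatch copies of abundant tags 5.29. The share of counts in the 10 most abundant tags was 0.936 times as large in *tbh* as in WT. At the adjusted threshold an excess remained in each. Library totals lowered it, however, and at an unadjusted p-value under 0.05 they reversed it, with 6481 tags upregulated and 4866 downregulated, against 4215 and 6302 with TMM factors. The size of the excess therefore depends on the normalization. If *tbh* pericarps held less spine RNA than WT pericarps, the downregulated tags would be enriched in isolated spines. Of them, 44.8% were higher in 1.6 cm spines than in WT pericarps, against a median of 44.1% and a range of 42.2% to 46.1% in 95% of random lists matched on abundance (percentile 74.8). Against 0.5 cm spines the share was 51.6%, with a median of 34.2% and a range of 32.4% to 36.1% in the random lists (percentile 100). Of the upregulated tags, 62.7% were higher in 1.6 cm spines than in WT pericarps, against a median of 49.6% and a range of 44.9% to 54.6% in the random lists. The same 2 WT pericarp libraries set these lists and their shares, so noise in them lowers the share of the downregulated tags and raises that of the upregulated tags, which the random lists do not remove. The shares against 1.6 cm spines therefore cannot tell whether *tbh* pericarps held less spine RNA. The share of the downregulated tags against 0.5 cm spines lay above the random lists despite this noise, which is consistent with less spine RNA in *tbh* pericarps. The spine libraries may, however, come from other plants than the pericarp libraries, and the 0.5 cm fruits were younger, so less spine RNA remains open. The excess is not called biological.

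In 3 pairs of tags 1 base apart, the WT pericarp tag was replaced by its partner in *tbh*. Low counts or chance would replace pairs between replicate numbers too, and 0 pairs were replaced there. This comparison says little, because pairs with fewer than 20 counts in a library had been left out. The spine libraries had the WT pericarp tag in 2 of the 3 pairs and the *tbh* tag in 1, the pair of CATGTTCCAGCCTCTAAAGAT. A strain variant between the WT and *tbh* plants may underlie the 3 pairs, but so few cannot tell it from another source.

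The replicate number as a block raised the tags past the threshold in the spines. A block with crossed numbers gave 0 tags (1963 higher and 2050 lower at an unadjusted p-value under 0.05). This cannot tell whether any pairing of the 4 libraries absorbs spread, because with 2 libraries per group the crossed correlation of deviations, -0.464, is the negative of the same-numbered correlation, 0.464. Without 1-mismatch copies of abundant tags, the block fit gave 5898 tags. At both fruit lengths, 185 tags were at least 4-fold higher in replicate 1 than in replicate 2, and 1 tag was at least 4-fold lower. Across the 50907 tags, which are not independent replicates, 3 relations of the difference between replicate numbers were computed, each against a threshold of 0.3. Its Spearman correlation was 0.0812 with the GC content of the tags, 0.179 with the ratio of WT pericarps to spines, as carried-over pericarp would raise it, and 0.291 with the ratio of 1.6 cm to 0.5 cm spines, as a difference in spine age would raise it. Across the 15353 tags with at least 10 CPM the values were 0.0773, 0.247 and 0.331, so spine age lay below the threshold in all tags and above it in the abundant tags. Of the 185 tags, 166 were higher in 1.6 cm than in 0.5 cm spines, 54 of them at least 2-fold, and 3 were at least 2-fold lower. A difference in spine age remains open. RNA from cells that the WT pericarps do not hold was tested on the 185 tags, and 95.1% of them were above 1 CPM in both WT pericarp libraries, against 82.7% of all tested tags. This cannot tell, because the 185 tags are abundant by choice, with a median of 20.0 CPM at 0.5 cm and 41.2 CPM at 1.6 cm in replicate 1, and the pericarps include spines. The source of the difference between replicate numbers remains open.

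Of the 678 tags at least 4-fold higher in 1.6 cm than in 0.5 cm spines, 50.1% were higher in WT pericarps than in 1.6 cm spines, against a median of 40.4% and a range of 36.7% to 44.0% in 95% of the random lists. This is consistent with more pericarp in the 1.6 cm collections, and equally with the shared age of 1.6 cm spines and pericarps, which the test cannot separate. For the 580 tags at least 4-fold lower the share was 48.6%, against 45.7%.

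In the paper's Table S2, 10.3% of the upregulated and 6.25% of the downregulated genes had a description with the words transcription factor (Fisher's exact test, two-sided, p = 0.0122, adjusted p = 0.0244 over 2 tests). In Table S3 the shares were 8.80% and 6.89% (Fisher's exact test, two-sided, p = 0.197, adjusted p = 0.197). Among the 356 genes in both tables, the directions of change went together with an odds ratio of 7.95 (Fisher's exact test, two-sided, p = 2.74e-12). In Table S2, 90 genes share their fold change with another gene, and in Table S3, 137 genes. The median size of the log2 fold change of such genes in Table S2 was 7.17, against 1.58 in the other genes, in line with fold changes set by a few whole-number counts against 0. In Table S3 the medians were 3.51 and 2.38.

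The paper states that homologues of trichome regulators and cell-cycle genes were not differentially expressed. Its Table S2 lists genes described as TTG1 and GL2, with the paper's log2 fold changes of 0.97 and 0.87, and as the cell-cycle genes CYCD3;1, with 0.88, CDT1A, with 0.92, and cycp3;1, with -3.86. Its Table S3 lists genes described as KRP7, with the paper's log2 fold change of -2.22, CDC20.1, with 1.46, CYCB2;3, with 1.73, and CYCD3;2, with 2.14.

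Table 1 has 20 entries, and *ATML1* is listed in both comparisons, with a rise in *tbh* and a fall in the spines. Across these entries, the paper's DGE and qRT-PCR fold changes had a Pearson correlation of 0.996 (permutation p = 2.5e-03) and a Spearman correlation of 0.815 (permutation p = 2.0e-05). Genes are not independent replicates. With 10 relations computed in all, the adjusted values were 4.2e-03 and 6.7e-05. On signed log2 values the Pearson correlation was 0.948 (permutation p = 1.0e-05, the smallest that 100000 permutations can give). On the fold changes as the paper writes them, the Pearson correlation was 0.897 without the 2 genes farthest from the median, *CUC3* and *HB-5*, against 0.996 with them. If the direction of change carries the correlation, the ranks would show little relation within a direction. Among the 11 entries that rose the Spearman correlation was 0.355 (permutation p = 0.29, adjusted 0.32), and among the 9 that fell it was 0.133 (exact permutation p = 0.74, adjusted 0.74). On the log2 sizes of the fold changes, the Pearson correlation within the entries that rose was 0.806 (permutation p = 9.5e-03, adjusted 1.4e-02), and within the 9 that fell it was 0.788 (exact permutation p = 5.6e-02, adjusted 7.0e-02). The rank values allow for a part of the direction in the correlation, but with so few genes they leave its share open. The Pearson values on the log2 scale within both directions were of similar size. However, *CUC3* had by far the largest fall in both measures, and *STM* had the largest rise in both. Neither gene was left out within a direction, so these Pearson values may rest on them and do not show that the sizes of the other changes went together.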
